# The developing mouse coronal suture at single-cell resolution

**DOI:** 10.1038/s41467-021-24917-9

**Published:** 2021-08-10

**Authors:** D’Juan T. Farmer, Hana Mlcochova, Yan Zhou, Nils Koelling, Guanlin Wang, Neil Ashley, Helena Bugacov, Hung-Jhen Chen, Riana Parvez, Kuo-Chang Tseng, Amy E. Merrill, Robert E. Maxson, Andrew O. M. Wilkie, J. Gage Crump, Stephen R. F. Twigg

**Keywords:** RNA sequencing, Bone development, Disease model, Development

## Abstract

Sutures separate the flat bones of the skull and enable coordinated growth of the brain and overlying cranium. The coronal suture is most commonly fused in monogenic craniosynostosis, yet the unique aspects of its development remain incompletely understood. To uncover the cellular diversity within the murine embryonic coronal suture, we generated single-cell transcriptomes and performed extensive expression validation. We find distinct pre-osteoblast signatures between the bone fronts and periosteum, a ligament-like population above the suture that persists into adulthood, and a chondrogenic-like population in the dura mater underlying the suture. Lineage tracing reveals an embryonic *Six2*+ osteoprogenitor population that contributes to the postnatal suture mesenchyme, with these progenitors being preferentially affected in a *Twist1*+/−; *Tcf12*+/− mouse model of Saethre-Chotzen Syndrome. This single-cell atlas provides a resource for understanding the development of the coronal suture and the mechanisms for its loss in craniosynostosis.

## Abstract (web summary)

The development of the coronal suture remains incompletely understood. Here the authors perform scRNA-seq and expression validation to uncover the cellular diversity within the murine embryonic coronal suture, thus revealing possible mechanisms for its loss in craniosynostosis.

## Introduction

Cranial sutures are fibrous joints between the flat bones of the skull that act as zones of bone growth and absorbers of physical forces^1^. They comprise the leading edges of abutting cranial bones separated by mesenchymal tissue. New bone forms by intramembranous ossification in response to the expansion of the underlying brain^1–3^. Growth of the bony skull requires the proliferation and osteogenic differentiation of progenitor cells, as well as the maintenance of sufficient undifferentiated cells in the suture to ensure continued bone growth during fetal and postnatal stages. Environmental and/or genetic insults that disrupt the delicate balance of proliferation and differentiation result in premature fusion of cranial sutures, a condition known as craniosynostosis^4,5^.

The coronal suture, which separates the frontal and parietal bones, is the suture most commonly affected in monogenic craniosynostosis^6^. The mouse has proven an effective model for the study of coronal synostosis^7–10^. During cranial development, the coronal suture and closely associated tissues are derived from three distinct populations: the supraorbital mesenchyme which will give rise to the cranial bones and suture mesenchyme, the meningeal mesenchyme, and non-osteogenic early migrating mesenchyme^11^. The meninges form between the brain and cranium and are essential for the development of both^12^. Coronal suture mesenchyme, derived largely from the mesoderm, forms a boundary between the neural crest-derived frontal and mesoderm-derived parietal bones^13,14^. Embryonic suture mesenchyme originates from *Gli1*-expressing cells that migrate away from the paraxial cephalic mesoderm at embryonic day (E) 7.5^15^ and expand apically to sit between the lateral dermal mesenchyme and medial meningeal layers from E12.5 onwards^11^. Whereas these macroscopic developmental steps are well established, the cellular composition of the developing coronal suture remains poorly understood. Markers that label skeletal stem cells within postnatal sutures have been identified^16–19^, yet none of these markers identify a distinct skeletal progenitor cell population at embryonic stages. Given increasing data for an embryonic etiology of craniosynostosis^20^, identifying cell-type diversity in early forming sutures will be critical for understanding how embryonic progenitor dysfunction contributes to this birth defect. A better understanding of non-osteogenic populations will also inform how the meninges and ectocranial layers further contribute to suture patency^7,21,22^.

To build a cell atlas of the embryonic coronal suture, we combined single-cell transcriptomics with highly resolved in situ analysis to catalog the cell types present at E15.5 and E17.5. In the ectocranial compartment, we uncovered multiple layers of distinct cell types, including a ligament-like population connecting the lateral aspects of the frontal and parietal bones that persists through adulthood. Within the multiple layers of the meninges, we revealed a dura mater population close to the bone with a chondrogenic signature, suggesting a latent capacity for chondrocyte differentiation. In the osteogenic population, pseudotime analysis revealed a putative *Erg*^+^/*Pthlh*^+^/*Six2*^+^ progenitor that we found to be concentrated in the forming suture. These progenitors fed into two distinct pre-osteoblast trajectories, one concentrated at the growing bone tips and the other localized along the periosteum more distant from the suture. Lineage tracing showed the contribution of *Six2*+ cells to osteocytes within the bone (primarily frontal) and suture mesenchyme at both embryonic and postnatal stages. Expression analysis of genes associated with coronal synostosis highlighted the selective expression of many coronal synostosis genes, including *Twist1* and *Tcf12*, within osteogenic cells. Correspondingly, in *Twist1*+/−; *Tcf12*+/− mutants, a robust model for Saethre-Chotzen Syndrome coronal synostosis, *Erg*^+^/*Six2*^+^ progenitors were reduced as early as E14.5 yet ectocranial populations were relatively unaffected. This single-cell atlas reveals diversity within the osteogenic and non-osteogenic layers of the developing coronal suture, and identifies some of the earliest markers for the embryonic osteoprogenitors affected in coronal synostosis.

## Results

### Mesenchymal heterogeneity captured by single-cell RNA sequencing

To define the cellular composition of the embryonic coronal suture, we performed single-cell RNA sequencing of coronal sutures dissected from E15.5 and E17.5 mouse embryos. 

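The values given beside the conclusions on the single-cell data come from 1 deposited matrix per stage, called a library here. The paper's reporting summary says that the E17.5 libraries were prepared separately in 3 batches, which the E17.5 matrix joins. E15.5 has no replicate, and differences between E15.5 and E17.5 were not tested. The E15.5 library was made from 10 pooled coronal sutures, dissociated in 1 batch with collagenase II and dispase and passed through a dead cell removal kit. The E17.5 library was made from 16 sutures of 2 litters, dissociated in 3 batches with collagenase IV and sorted by FACS. Stage, enzyme, sorting and embryos differ together between the libraries and cannot be told apart. Barcodes of the E17.5 library carry a suffix from 1 to 3, and the deposited data do not say which suffix belongs to which batch. RNA was captured with the 10x Genomics Chromium 3′ reagents, and the authors deposited the number of unique molecular identifiers (UMIs) for each gene and barcode, without normalization and before their cell filters. They also deposited a table with the cluster of each osteogenic and mesenchymal cell. It names 5340 cells at E15.5, of which 5 are missing from the matrix, and 6830 cells at E17.5.
The 5335 labelled E15.5 cells hold 48607817 UMIs, with a median of 8510 per cell, and the 6830 labelled E17.5 cells hold 92585034, with a median of 12302. At E17.5 the UMIs of each cell equal those in the authors' table, whereas at E15.5 all 5335 cells have fewer, the table's median being 11513. The E15.5 matrix names Cell Ranger 3.1.0 in its header and lists 31053 genes against 27998 at E17.5, so the E15.5 counts used here are not those of the authors' table. For each cluster and library, the UMIs of a gene were summed over cells and divided by all UMIs of the cluster, on the usual CPM scale, with an exact Poisson 95% interval. Shares of cells have exact (Clopper-Pearson) 95% binomial intervals. Both intervals cover counting error only, and not the spread between batches or embryos. A gene is called enriched in a cluster when its CPM is at least 2 times that of all other labelled cells of the library, in both libraries, and higher in one cluster than in another when the intervals do not overlap in either library. The authors defined the clusters on the same cells, so these levels describe the clusters and are no independent test of them. Cells called doublets were kept, and leaving them out was an alternative. Gene positions are those of GRCm38.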

Dissections included small amounts of frontal and parietal bone, after removing the skin and brain (Fig. 1a). 

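With the authors' stated limits of at least 1000 UMIs, at least 1000 genes, at most 7.5% mitochondrial and at most 3% Hbb and Hba content, 8117 of the 15384 barcodes in the E15.5 matrix and 8767 of the 9326 in the E17.5 matrix were kept. The kept cells had a median of 2713 genes and 8820 UMIs at E15.5 and of 3270 genes and 11996 UMIs at E17.5. Leaving out the limit on Hbb and Hba moved the number of E15.5 cells most, to 9163. Cells thinned at random to 3000 UMIs had a median of 1343 genes at E15.5 and 1350 at E17.5, after 208 and 1 shallower cells were left out. At E15.5, 93 cells with a deposited label fell outside these limits. They were added back, which gave 8210 cells at E15.5 for the shares of cell types.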

We filtered using Seurat 3 R-Package^23^ and obtained 8279 cells at E15.5 (median of 2460 genes per cell) and 8682 cells at E17.5 (median of 3200 genes per cell) (Fig. 1b). We identified 14 cell clusters through unsupervised graph clustering of the two datasets combined. Osteogenic and mesenchymal cell types were identified based on the expression of broad mesenchyme/fibroblast (*Col1a1*) and osteoblast (*Sp7*) markers (Fig. 1b, dotted line; Supplementary Fig. 1a, b; Supplementary Data 1). 

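*Col1a1* (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) ranged from 2248 CPM in OG2 to 53092 CPM in OG4 among the 15 labelled clusters at E15.5, and from 4779 CPM in PO2 to 20088 CPM in MG1 at E17.5. Among cells without a deposited label, the types named by markers, each pooled over its clusters, had between 303 and 947 CPM at E15.5 and between 859 and 1891 CPM at E17.5, below each labelled cluster of their library. Taken alone, a mast cells/lymphocytes-like cluster of 39 cells at E15.5 had 2541 CPM, above OG2. Cells that stayed unnamed had 2816 and 7269 CPM. *Sp7* (ENSMUSG00000060284, chromosome 15 from 102356606 to 102367182) was highest in OG4 in both libraries, at 204 CPM (184 to 226) at E15.5 and 318 CPM (307 to 329) at E17.5. At E15.5 it was 58.7 CPM in OG3, 15.1 in OG1 and 4.14 in OG2, where the named types outside the subset had up to 5.31. At E17.5 it was 172 CPM in OG2 and 110 CPM in EC1. Of 284 ratios of levels computed for the genes that the paper names, the alternative that moved the most was the share of cells with a UMI after thinning to 3000 UMIs, which moved 191 beyond their counting interval and reversed 4.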

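The deposited labels cover only the osteogenic and mesenchymal subset, so the other cells kept by the filters, 2875 at E15.5 and 1937 at E17.5, were clustered anew in each library (Leiden, 30 principal components). A cluster was given a name with the ending "-like" when at least 3 of a cell type's markers, taken from Fig. 1c, were at least 2-fold above the other clusters, unless another of the cell types outside the subset had more markers among the cluster's 10 leading genes. Among them were *Sox9*, *Acan* and *Col2a1* for chondrocytes, *Pf4* and *Csf1r* for myeloid cells, *Acp5* and *Ctsk* for osteoclasts, and *Neurod1*, *Cplx3* and *Otx2* for neurons. The names were rebuilt in this way and need not match the authors' own cell by cell. No markers decided for 764 cells at E15.5 and 467 at E17.5, which were left without a name.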

The identities of clusters outside the osteogenic/mesenchymal subset were resolved using previously reported markers, and included chondrocytes, myeloid cells, mast cells, lymphocytes, pericytes, osteoclasts, endothelial cells, neurons, and glia (Fig. 1b, c). All the major cell types in our analysis were present at E15.5 and E17.5 (Supplementary Fig. 2a). 

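Pericytes-like, osteoclasts-like, endothelial cells-like and mast cells/lymphocytes-like clusters were found in both libraries. Of 8210 cells at E15.5, 191 were pericytes-like (2.33%, 2.01 to 2.68), 188 osteoclasts-like (2.29%, 1.98 to 2.64), 46 endothelial cells-like (0.56%, 0.41 to 0.747) and 346 mast cells/lymphocytes-like (4.21%, 3.79 to 4.67). Of 8767 cells at E17.5, the numbers were 174 (1.98%, 1.7 to 2.3), 123 (1.4%, 1.17 to 1.67), 119 (1.36%, 1.13 to 1.62) and 33 (0.376%, 0.259 to 0.528). Clusters of neurons-like (97 cells) and glia-like (32 cells) were found at E17.5 alone. Cells with UMIs of at least 2 of *Neurod1*, *Cplx3* and *Otx2* numbered 0 of 8210 at E15.5, which allows a share of up to 0.0365%, and 101 of 8767 at E17.5.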

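Chondrocytes-like cells formed 4 clusters at E15.5 and 2 at E17.5, and are given by cluster because cluster 8 at E15.5 had *Tac1*, a marker of LIG, and cluster 10 *Cenpf*, a marker of PO1 and PO2, among their 10 leading genes and no marker of chondrocytes. At E15.5, clusters 6, 8, 10 and 13 held 3.86%, 2.86%, 2.84% and 1.97% of the 8210 cells. Cluster 6 was led by *Epyc* and *Scrg1*, and cluster 10 by cell cycle genes such as *Cdc20*. At E17.5, cluster 7, led by *Clu* and *Ccdc80*, held 1.48% of the 8767 cells, and cluster 8, led by *Matn1* and *Col2a1*, held 2.14%. These leading genes defined the clusters and were seen after clustering.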

Chondrocytes were especially abundant at E15.5 (Supplementary Fig. 2b), highlighting the close proximity of the E15.5 coronal suture to the chondrocranium. 

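Myeloid cells-like clusters held 393 of 8210 cells at E15.5 (4.79%, 4.34 to 5.27) and 574 of 8767 at E17.5 (6.55%, 6.04 to 7.09), a ratio of 1.37 (1.2 to 1.56). With 20 principal components in place of 30 the ratio was the same. The ratio was 1.3, 1.38 and 1.39 for barcode suffixes 1, 2 and 3 of the E17.5 library, each set against the E15.5 library.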

Myeloid cells were more abundant at E17.5, consistent with reports of increased myeloid differentiation during late embryonic stages^24^ (Supplementary Fig. 2b).

**Fig. 1:**
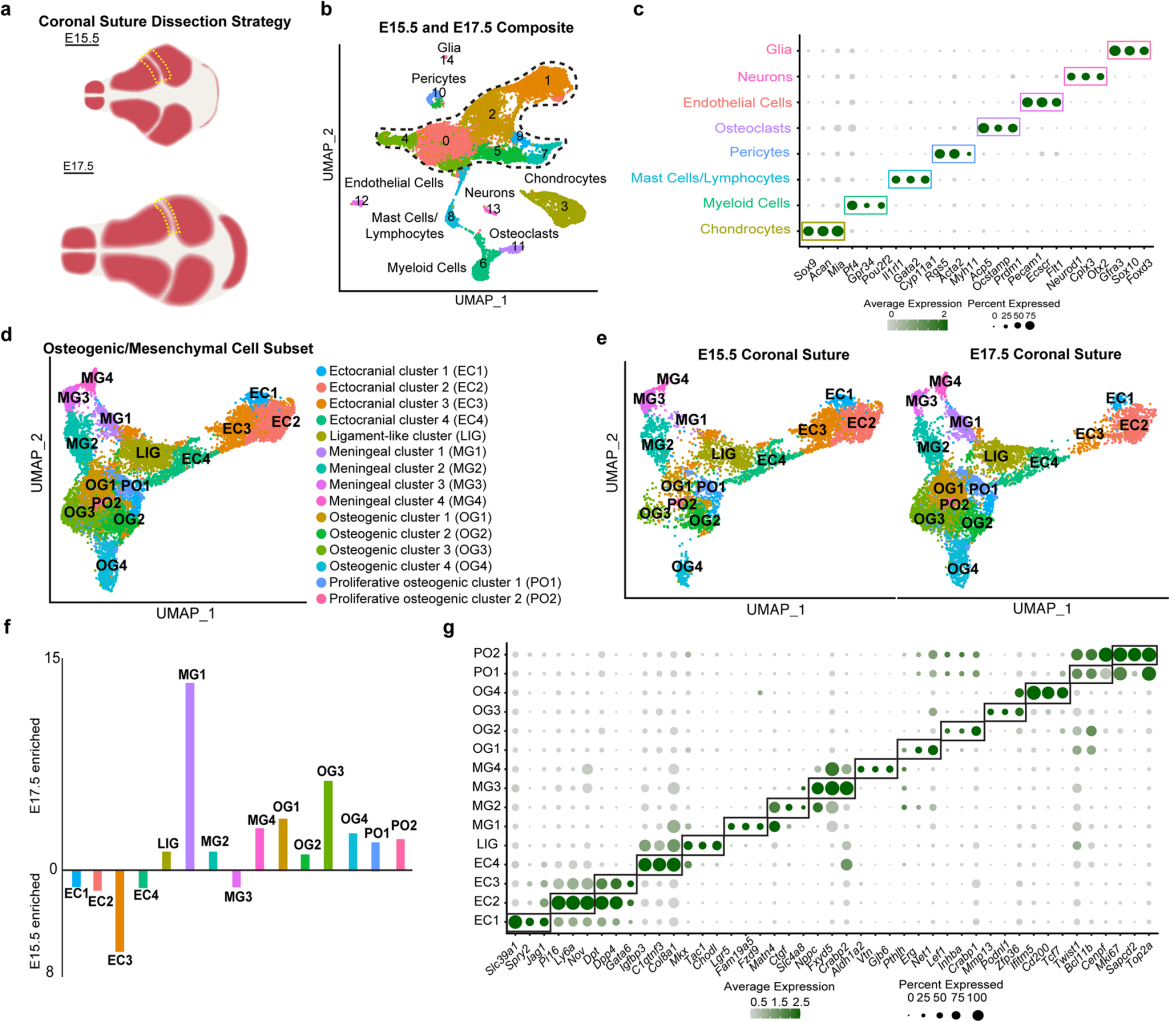
Single-cell RNA-sequencing analysis of the E15.5 and E17.5 coronal suture. **a** Schematic of dissection strategy for E15.5 and E17.5 coronal sutures. Yellow dashed lines outline dissected regions. **b** Uniform Manifold Approximation and Projection (UMAP) plot of integrated E15.5 (8279 cells) and E17.5 (8682 cells) datasets. Osteogenic and mesenchymal cell types outlined by dashed lines. **c** Dot plot depicting selected markers (determined by adjusted *p*-value = 0 from the Wilcoxon Rank Sum test using FindAllMarkers in Seurat) enriched for each ancillary cell type outside of the osteogenic and mesenchymal population. **d** UMAP analysis of reclustered osteogenic and mesenchymal subset outlined in (b) resolves 14 clusters. **e** The osteogenic and mesenchymal subset separated by developmental stage. **f** Graphical depiction of the cluster proportions from the osteogenic/mesenchymal subset, plotted as ratio between E15.5 and E17.5 cells within each cluster. **g** Dot plot showing markers enriched for each cluster within the osteogenic/mesenchymal subset.

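The deposited table holds 15 cluster labels, all present in both libraries. The smallest at E15.5 were MG1 with 28 cells and PO2 with 35, and at E17.5 PO2 with 76 and MG3 with 165. The largest were EC3 with 1185 cells at E15.5 and OG1 with 1010 cells at E17.5. All 15 labels had at least 20 cells in each library.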

To analyze the osteogenic and mesenchymal cell types that might comprise and support the coronal suture, we reclustered the osteogenic/mesenchymal population and obtained 14 clusters present at both E15.5 and E17.5 (Fig. 1d–f). 

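Of the 45 pairs of a marker and a cluster plotted in Fig. 1g, 37 reached the 2-fold limit in both libraries, and the marker was above the other labelled cells of its library in all 45 pairs. With the limit at 1.5-fold, 43 pairs passed. Of the 56 statements of enrichment in the text, 43 reached 2-fold in both libraries. The pairs and statements were copied from the paper after a first table of levels had been seen, and all that name a gene and a cluster were taken. *Vtn* in MG4 gave the largest ratio at E15.5, 1717-fold (179 against 0.104 CPM), with 182-fold at E17.5 (331 against 1.82 CPM), where *Gjb6* in MG4 gave the largest, 485-fold. *Twist1* in PO1 gave the smallest at E17.5, with 1.19-fold after 1.95-fold at E15.5. *Lgr5* in MG1 went from 1.18-fold at E15.5, where MG1 has 28 cells, to 31.9-fold at E17.5. The mean UMIs per cell without normalization gave 40 of the 45 pairs.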

Analysis of enriched genes for each cluster allowed us to assign probable identities to each cell type (Fig. 1g, Supplementary Data 2), which we validated by in situ hybridization as described below. 

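EC3 held 1185 of the 5335 labelled cells at E15.5 (22.2%, 21.1 to 23.4) and 194 of the 6830 at E17.5 (2.84%, 2.46 to 3.26). Its E17.5 share was 0.128 times its E15.5 share (0.109 to 0.149). MG1 rose from 0.525% (0.349 to 0.758) to 423 cells or 6.19% (5.63 to 6.79), a ratio of 11.8 (8.05 to 18). The 3 barcode suffixes of the E17.5 library differed in MG1, with 0 of 1234 cells in suffix 1, which allows a share of up to 0.243% if 3 cells are taken as the limit and 0.298% by the exact interval, 193 of 2770 in suffix 2 and 230 of 2826 in suffix 3. Suffix 1 moved the ratio of MG1 most, to 0. For EC3 the ratio was 0.128, 0.151 and 0.105 for suffixes 1, 2 and 3.

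**Figure D1:**
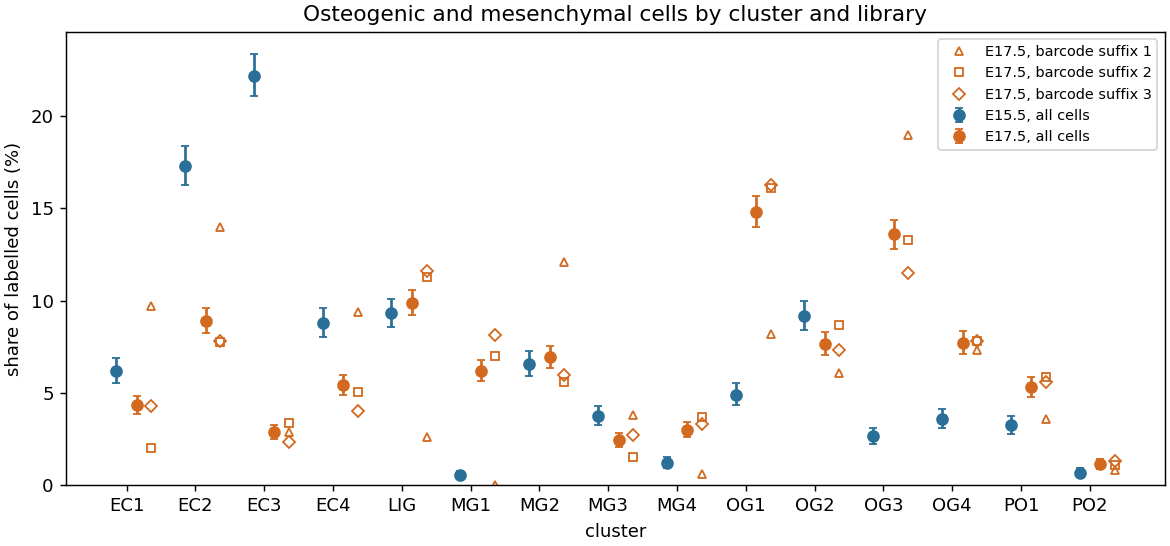
Share of the labelled osteogenic and mesenchymal cells of a library (percent) in each cluster, with exact binomial 95% intervals for the E15.5 and E17.5 libraries (filled circles) and the share in each barcode suffix of the E17.5 library (open symbols). EC3 falls from 22.2% to 2.84%, and MG1 is at 0 in suffix 1 while it reaches 6.97% and 8.14% in suffixes 2 and 3.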

We observed one ectocranial cluster strongly over-represented at E15.5 and a meningeal cluster over-represented at E17.5. Osteogenic cells were also more abundant in the E17.5 dataset, although it is unclear whether this reflects true biological differences versus differing cell capture between the dissections (Fig. 1a, f).

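The osteogenic clusters together held 1287 labelled cells at E15.5 (24.1%, 23 to 25.3) and 3425 at E17.5 (50.1%, 49 to 51.3), a ratio of 2.08 (1.95 to 2.22). The ratio was 3.02 for OG1, 5.17 for OG3, 2.17 for OG4, 1.64 for PO1 and 1.7 for PO2, and 0.836 (0.737 to 0.947) for OG2. With all cells of the library as denominator, the ratio of OG2 was 1. In barcode suffix 1 of the E17.5 library the osteogenic ratio was 1.86, that of OG1 1.67, of PO1 1.1 (0.771 to 1.54) and of PO2 1.24 (0.546 to 2.55). Ectocranial clusters fell from 63.8% to 31.4% and meningeal clusters rose from 12% to 18.5%.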

### Diversity of meningeal layers below the coronal suture

The meninges are involved in the development of the cranium and underlying brain that they separate^12^. They comprise dura mater, arachnoid mater, and pia mater. To determine the identity of meningeal tissues included in our dissections, we utilized a recent transcriptomic study of murine E14 meninges as a guide^25^. 

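*Lama1* (ENSMUSG00000032796, chromosome 17 from 67697259 to 67822647) had between 0 and 6.02 CPM in the 15 clusters at E15.5, the highest value being that of MG4, and between 0 and 1.05 CPM at E17.5. *Rdh10* had between 0 and 12.5 CPM at E15.5, where OG1 was highest, and between 2.11 and 7.12 CPM at E17.5, where EC1 was highest. *Ngfr* differed more between clusters. At E15.5 it was 106 CPM in EC4, 82.7 in OG1 and 58.7 in LIG, and at E17.5 it was 36.6 CPM in EC3, 33.2 in EC4 and 11.1 in MG4. Each gene thus had its highest level in another cluster at E15.5.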

Markers associated with the pia mater (*Ngfr*, *Lama1*, *Rdh10*) were not co-enriched in any of our clusters, consistent with the pia mater being removed with the brain during dissections (Fig. 2a). In contrast, markers enriched within the arachnoid mater (*Aldh1a2*, *Cldn11*, and *Tbx18*) were abundant in MG4, and dura mater markers (*Gja1*, *Fxyd5*, and *Crabp2*) in MG3 and MG4, and to a lesser extent MG1 and MG2 (Fig. 2a).

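In MG4, *Cldn11* (ENSMUSG00000037625, chromosome 3 from 31149920 to 31164324) was 31.3-fold above the other labelled cells at E15.5 and 102-fold at E17.5, with 479 and 1120 CPM. *Aldh1a2* was 5.86-fold and 56.6-fold above them, and *Tbx18* 6.21-fold and 13.2-fold. Among the dura mater markers, *Gja1* had 1523 CPM in MG3 and 1860 in MG4 at E15.5, and 1486 and 1466 at E17.5. *Fxyd5* had 936 and 716 CPM at E15.5 and 1440 and 1185 at E17.5. *Crabp2* had 567 and 445 CPM at E15.5 and 529 and 187 at E17.5. Each of these 3 genes had a higher CPM in MG3 and in MG4 than in MG1 and in MG2 in both libraries, with ratios from 1.25 to 15.6. The smallest ratio was that of *Fxyd5* in MG4 to MG1 at E15.5, where the intervals overlapped.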

**Fig. 2:**
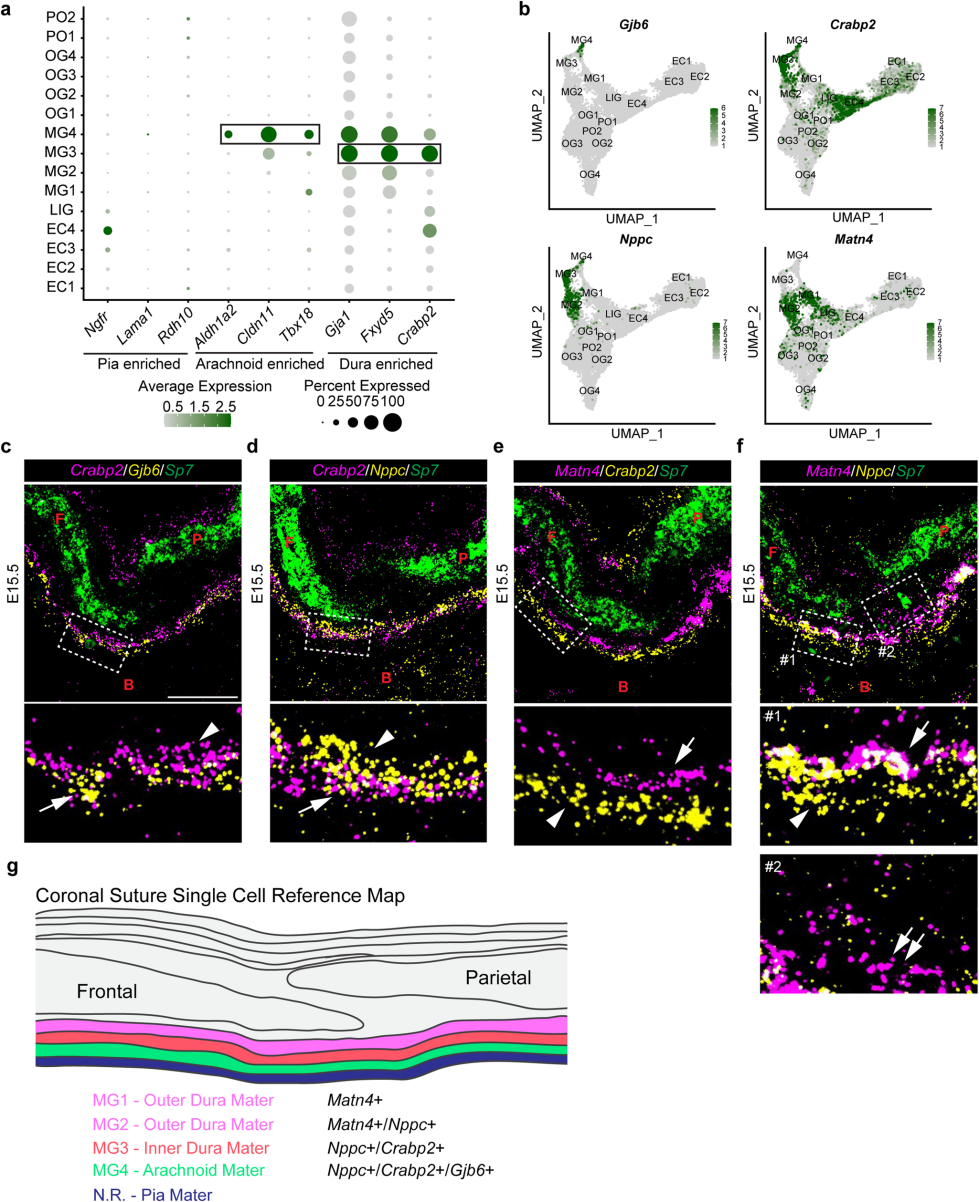
Diverse meningeal cell types are resolved by scRNA-seq. **a** Dot plot depicting selected markers previously associated with the pia mater, the arachnoid, and the dura mater. **b** Feature plots of genes validated by in situ experiments. **c**–**f** Combinatorial in situ analysis of coronal sutures for indicated markers at E15.5. *Sp7* marks the frontal (F) and parietal (P) bones, except for insets (boxed regions) below. **c** *Crabp2* and *Gjb6*. Arrow, *Crabp2*^+^/*Gjb6*^+^; arrowhead, *Crabp2*^+^. **d** *Crabp2* and *Nppc*. Arrow, *Crabp2*^+^/*Nppc*^+^; arrowhead, *Nppc*^+^. **e** *Matn4* and *Crabp2*. Arrow, *Matn4*^+^; arrowhead, *Crabp2*^+^. **f** *Matn4* and *Nppc*. Arrow, *Matn4*^+^*/Nppc*^+^; arrowhead, *Nppc*^+^; double arrows, *Matn4*^+^. **g** Model summarizing gene expression patterns of meningeal layers captured from single-cell analysis. B, Brain. In situs were performed in biological triplicate. Scale bar = 50 µm; the upper panels in (**c**–**f**) are at the same magnification.

To resolve the identity of MG4, we performed in situ experiments for a highly specific MG4 marker, *Gjb6*, in combination with the arachnoid/dura mater marker, *Crabp2* (Fig. 2b). 

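*Gjb6* (ENSMUSG00000040055, chromosome 14 from 57123303 to 57133611) had 27.1 CPM in MG4 (16.1 to 42.8) at E15.5, from 18 UMIs, against 0.0626 CPM in the other labelled cells. At E17.5 it had 198 CPM (178 to 219), from 376 UMIs, against 0.408 CPM. The next highest cluster at E17.5 was MG3, with 5.88 CPM. UMIs of *Gjb6* were found in 14.1% of 64 MG4 cells at E15.5, with a median depth of 9400 UMIs, and in 54.5% of 202 at E17.5, with a median of 8905. LIG cells, with medians of 7115 and 12300 UMIs, had 0 UMIs of *Gjb6* in both libraries.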

*Crabp2* and *Gjb6* overlapped below the bone with *Crabp2* single-positive cells (MG3) found above the *Crabp2*^+^/*Gjb6*^+^ domain (Fig. 2c). Immunofluorescence for Crabp2 and Gja1 at E17.5 confirmed that these arachnoid/dura mater markers are excluded from the pia mater (Supplementary Fig. 3a). *Rgs5*+ pericytes were interspersed with *Gjb6*+ cells in the MG4 arachnoid layer, consistent with the prominent vasculature extending from the border of the dura mater and through the arachnoid mater to the pia mater^26^ (Supplementary Fig. 3c). In the *Crabp2*^+^/*Gjb6*^−^ layer (MG3), we also observed co-expression of *Crabp2* with *Nppc*, with a zone of *Nppc*^+^/*Crabp2*^−^ cells (MG2) above (Fig. 2d). In addition, *Nppc* was co-expressed with the known dura mater marker *Fxyd5*^25^ (Supplementary Fig. 3b, d). MG3 may represent the dural border cell layer that has been described by electron microscopy in adult meninges^27,28^.

The *Nppc*^+^/*Crabp1*^−^ population above *Nppc*^+^/*Crabp2*^+^ cells was also positive for *Matn4* and *Ctgf*, markers that only overlap with *Nppc* in MG2 (Fig. 2b, d, f, Supplementary Fig. 3b, e). *Matn4* expression does not overlap with the MG3/MG4 marker *Crabp2* (Fig. 2e), and chondrocytes in other sections express high levels of *Matn4* but not *Ctgf* (Supplementary Fig. 3f). We also detected some *Matn4* cells that were low or absent for *Nppc*, and these were situated closer to the suture and cranial bones than the *Nppc*-high cells (Fig. 2f). 

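In the single-cell data, *Matn4* (ENSMUSG00000016995, chromosome 2 from 164389393 to 164405160) had 118 CPM in MG1 and 313 in MG2 at E15.5, and 423 and 304 CPM at E17.5. MG3 and MG4 had between 8.95 and 22.6 CPM. *Nppc* was higher in MG2 than in MG1, with 299 against 103 CPM at E15.5 and 193 against 6.18 CPM at E17.5. It was also high in MG3, with 230 and 288 CPM. *Ctgf* was higher in MG2 than in MG1 and MG3, at 60, 22.9 and 14.2 CPM at E15.5 and 158, 36.5 and 13.2 CPM at E17.5. The E15.5 values of MG1 rest on 28 cells, and the share of them with a *Matn4* UMI after thinning was 0.91 times that of the other labelled cells, where the CPM ratio was 2.85.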

Our UMAP analysis indicates that these *Matn4*^+^/*Nppc*^−^ cells represent MG1 (Fig. 2b). 

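*Col2a1* (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) had 718 CPM in MG1 (619 to 828) and 334 in MG2 at E15.5, a ratio of 2.15, and 104 CPM (95.7 to 113) and 59.3 at E17.5, a ratio of 1.76. Chondrocytes-like cells had 8562 and 8023 CPM. *Acan* had 191 CPM in MG1 (142 to 252) and 167 in MG2 at E15.5, with overlapping intervals, and 142 CPM (132 to 153) and 99 at E17.5. Chondrocytes-like cells had 1937 and 856 CPM of *Acan*. Without cells called doublets, the *Col2a1* ratio at E15.5 fell to 0.836.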

MG1 expressed higher levels of the chondrocyte markers *Col2a1* and *Acan* than MG2, but not at the levels seen in bona fide chondrocytes (Supplementary Fig. 3g). These findings are consistent with MG1/MG2 representing a periosteal dura mater population^29^ primed to form cartilage, with the MG1 population having a stronger chondrogenic-like program. These data reveal a diversity of mesenchyme cell types within the meninges, with those closest to the suture sharing features with chondrogenic cells and likely functioning as a specialized connective tissue bridging the cranial bones to the meninges (Fig. 2g).

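The paper proposes from the marker levels and the in situ layers that MG1 and MG2 are a periosteal part of the dura mater primed towards cartilage, and that MG1 carries the stronger chondrogenic program. Further cartilage genes, which the paper does not name for MG1, were measured after those levels had been seen. *Mia* was lower in MG1 than in MG2, with 309 against 592 CPM at E15.5 and 112 against 307 CPM at E17.5. *Col9a1* had 176 against 160 CPM at E15.5 and 63.4 against 52.7 CPM at E17.5.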

### Diversity of ectocranial layers above the coronal suture

Ectocranial mesenchyme guides the migration of early osteogenic cells and helps establish suture boundaries^7,21,22^. 

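*Ly6a* (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) was highest in EC2, at 5.28-fold the level of the other labelled cells at E15.5 and 27.4-fold at E17.5. In EC1 it was 1.73-fold and 2.61-fold, and in EC3 1.11-fold and 5.45-fold. *Dpt* was 2.36-fold in EC2 at E15.5 and 24.4-fold at E17.5. It was 1.51-fold and 2.43-fold in EC1, and 2.27-fold and 3.26-fold in EC3.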

Consistent with analysis of the mouse frontal suture^30^, we identified clusters enriched for markers of the dermis (*Ly6a*, *Dpt*; EC1-3) (Fig. 1g, Fig. 3a). *Ly6a* is expressed in hypodermis of neonatal mouse skin^31^, and we observe co-expression of *Ly6a* with additional EC1-3 markers, *Pi16* and *Dpt*, within a single layer of mesenchyme above the skull bones (Fig. 3b, d; Supplementary Fig. 4a, b). 

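*Pi16* (ENSMUSG00000024011, chromosome 17 from 29317680 to 29330593) had 951 CPM in EC2 at E15.5 and 1563 at E17.5. EC1 had 563 and 482 CPM. In EC3 it had 243 CPM (234 to 253) at E15.5, below the 311 CPM of the other labelled cells, and 783 CPM (744 to 823) at E17.5, above their 177 CPM. The share of EC3 cells with a *Pi16* UMI after thinning was 1.25 times that of the others at E15.5, so the direction there depends on the measure.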

Our previous work had identified expression of *Jag1* within both an ectocranial layer and suture mesenchyme cells^22^, and scRNAseq analysis shows high expression of *Jag1* in EC1, and to a lesser extent EC2 and EC3 (Fig. 1g, Supplementary Fig. 4e). 

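*Jag1* (ENSMUSG00000027276, chromosome 2 from 137081456 to 137116644) had 219 CPM in EC1 (203 to 236) at E15.5, where EC2 had 80.1, EC3 had 56.4 and EC4 had 57.2. At E17.5 it had 85.4 CPM in EC1 (74.4 to 97.6), 54.6 in EC2 and 43.7 in EC3. EC1 was the highest of the 15 clusters in both libraries.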

Co-expression of *Jag1* with *Pi16* confirms *Jag1* expression within the hypodermal layer (Supplementary Fig. 4f).

**Fig. 3:**
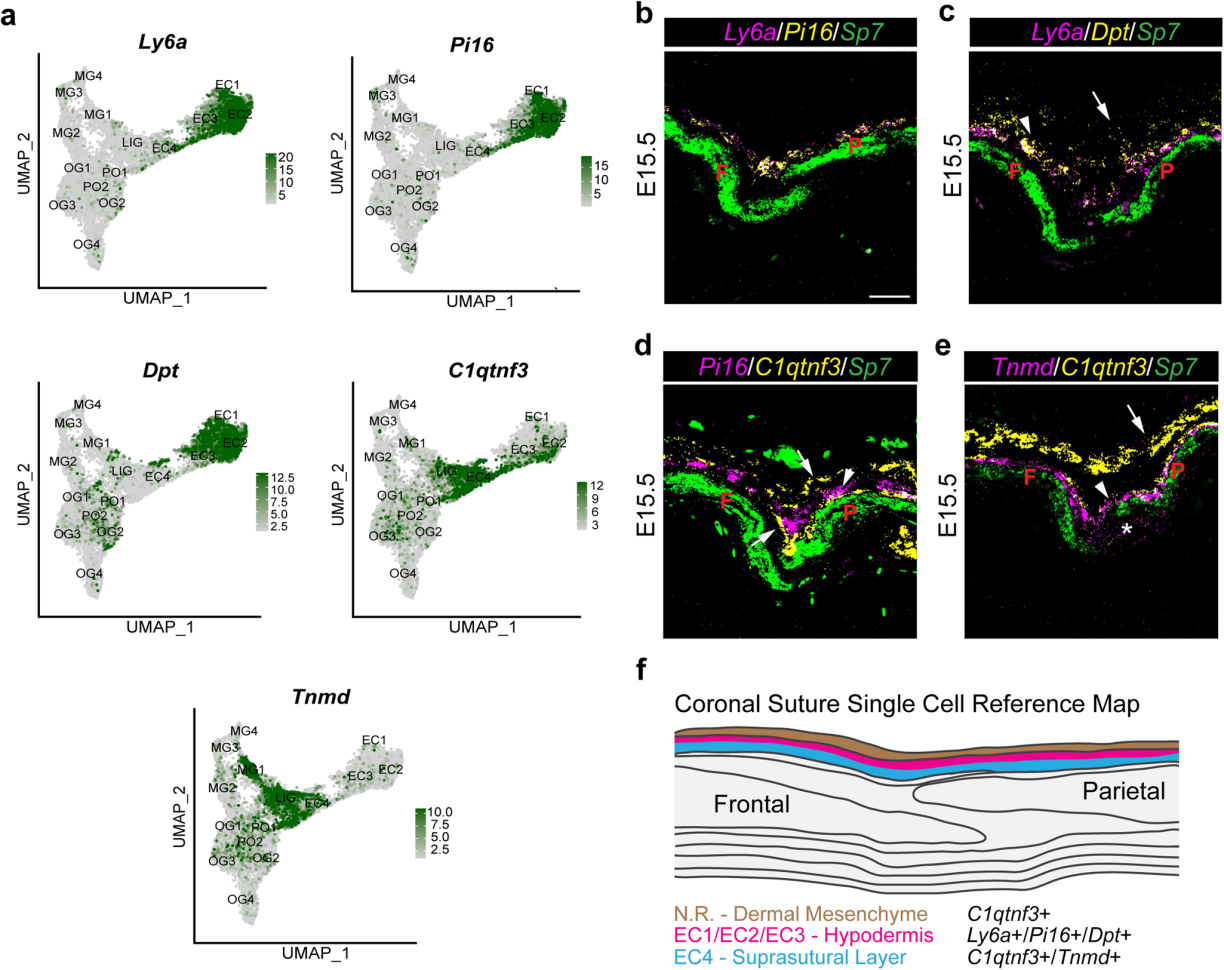
Multiple ectocranial layers overlay the coronal suture. **a** Feature plots of genes validated by in situ experiments. **b**–**e** Combinatorial in situ analysis of coronal sutures for indicated markers at E15.5. *Sp7* marks the frontal (F) and parietal (P) bones. **b** *Ly6a* and *Pi16*. **c** *Ly6a* and *Dpt*. Arrow, *Dpt*^+^; arrowhead, *Ly6a*^+^/*Dpt*^+^. **d** *Pi16* and *C1qtnf3*. Arrows, *C1qtnf3*^+^ layers; Arrowhead, *Pi16*^+^ layer. **e** *Tnmd* and *C1qtnf3*. Arrow, *C1qtnf3*^+^; arrowhead, *Tnmd*^+^/*C1qtnf3*^+^. Asterisk, *Tnmd* expression in MG1. **f** Model summarizing gene expression patterns of ectocranial layers captured from single-cell analysis. In situs were performed in biological triplicate. Scale bars = 50 µm; images in (**b**–**e**) are at the same magnification.

In addition to hypodermal EC1-3 layers, we also noted a prominent EC4 population defined by *C1qtnf3* and *Tnmd* expression in our UMAP analysis (Fig. 3a). 

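*C1qtnf3* (ENSMUSG00000058914, chromosome 15 from 10952332 to 10980150) had 898 CPM in EC4 at E15.5 and 1492 at E17.5, 16-fold and 12.6-fold above the other labelled cells. *Tnmd* had 319 and 404 CPM in EC4, 3.7-fold and 2.54-fold above them. LIG and, at E17.5, MG1 had more *Tnmd* than EC4. The value for MG1 at E17.5 was 704 CPM.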

In situ experiments revealed two *C1qtnf3*^+^ ectocranial layers on either side of the *Pi16*^+^ hypodermis (Fig. 3d, Supplementary Fig. 4c). However, only the *C1qtnf3*^+^ layer between the cranial bones and hypodermis expresses *Tnmd*, suggesting that this corresponds to EC4, which we term “suprasutural mesenchyme” (Fig. 3a, e, f; Supplementary Fig. 4d). It is likely that the outer *C1qtnf3*^+^ layer was removed along with the skin during dissection and thus was not included in our single-cell analysis. Consistently, *Epha4*, which has also been shown to display ectocranial expression^7^, was most strongly expressed in this outer *C1qtnf3*^+^ layer and not particularly enriched in clusters EC1-4 in UMAP analysis (Supplementary Fig. 4e, g). Thus, *Jag1* and *Epha4* appear to label distinct ectocranial layers.

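*Epha4* (ENSMUSG00000026235, chromosome 1 from 77367185 to 77515088) had 21.1 CPM in EC1, 21 in EC2, 28.6 in EC3 and 56.4 in EC4 at E15.5, and 16.2, 15.6, 13.7 and 22.9 CPM at E17.5. The highest clusters were MG1 with 64.9 CPM at E15.5 and MG2 with 49.2 CPM at E17.5.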

### A ligament-like population above the coronal suture persists through adulthood

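LIG had 536 CPM of *Tnmd* at E15.5 and 664 at E17.5, 7.93-fold and 5.68-fold above the other labelled cells, and 223 and 366 CPM of *C1qtnf3*. *Mkx* (ENSMUSG00000061013, chromosome 18 from 6934518 to 7004780) was 5.57-fold and 3.39-fold above them. *Scx* was 1.99-fold and 2.64-fold above them, *Thbs2* 2.17-fold and 2.44-fold, and *Bgn* 1.56-fold and 1.53-fold. Among the smooth muscle genes, *Acta2* was 1.4-fold above them at E15.5 and 3-fold at E17.5, *Tagln* 1.49-fold and 4.12-fold, and *Myl9* 2.43-fold and 2.88-fold.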

In close association with the *C1qtnf3*^+^/*Tnmd*^+^ layer (EC4) and bridging the frontal and parietal bones across the top of the suture, we observed a *C1qtnf3*^−^/*Tnmd*^+^ population (LIG) enriched for genes associated with tendon/ligament development (e.g. *Scx*, *Tnmd*, *Mkx*, *Thbs2*, *Bgn*), as well as markers of smooth muscle (e.g. *Acta2*, *Tagln*, *Myl9*) (Supplementary Fig. 5a). Re-clustering of this population identified two transcriptionally distinct clusters: an *Mkx*^+^/*Acta2*^−^ subset similar to tendons and ligaments and an *Mkx*^+^/*Acta2*^+^ subset more similar to the smooth muscle (Supplementary Fig. 5b, c). 

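LIG cells were divided in each library by Leiden clustering with *Mkx*, *Acta2* and *Tac1* left out, at a resolution that gave 2 groups. At E15.5 the groups held 297 and 200 cells. *Acta2* had 45.8 CPM (37.7 to 55.1) in the larger and 90.1 CPM (75.8 to 106) in the smaller, and *Mkx* 93.2 CPM (81.5 to 106) and 43.5 CPM (33.7 to 55.1). At E17.5 the groups held 611 and 64 cells. *Acta2* had 604 CPM (587 to 621) in the larger and 968 CPM (915 to 1025) in the smaller, and *Mkx* 99 CPM (92.2 to 106) and 92.8 CPM (76.7 to 111). The median UMIs per cell were 11822 and 18799 in the E17.5 groups. The share of cells with *Acta2* UMIs had the opposite order at E15.5, 23.2% in the larger and 14% in the smaller group, and the same order as the CPM at E17.5, 65% and 90.6%. A lower resolution gave 1 group in each library.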

Two of the most specific markers for LIG were *Tac1*, a gene that encodes four neuropeptides including Substance P that is implicated in tendon mechanosensation^32^, and *Chodl*, a membrane protein with expression in tendons of humans^33^ and mouse limbs^34^ (Fig. 4a). 

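*Tac1* (ENSMUSG00000061762, chromosome 6 from 7554879 to 7565834) had 55.4 CPM in LIG (48.3 to 63.2) at E15.5, 5.34-fold above the other labelled cells, and 340 CPM (328 to 352) at E17.5, 29.7-fold above them. *Chodl* had 79.5 and 320 CPM, 9.96-fold and 22.1-fold above them. LIG was the highest of the 15 clusters for both genes in both libraries, followed by EC4 at E17.5, where *Tac1* had 57.4 CPM and *Chodl* 50.1.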

*Tac1* expression is selectively enriched within the *Mkx*^+^/*Acta2*^−^ subset (Supplementary Fig. 5c). 

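In the LIG groups described at the previous conclusion, *Tac1* had 67.7 CPM (57.7 to 78.8) in the group lower in *Acta2* by CPM, though not by share of cells, and 36.4 CPM (27.6 to 47.2) in the other at E15.5. At E17.5 it had 345 CPM (332 to 358) and 309 CPM (279 to 341), a ratio of 1.12. At double the resolution, the E17.5 library gave 4 groups. The one lowest in *Acta2*, with 112 CPM, had 541 CPM of *Tac1*, and the one highest in *Acta2*, with 1121 CPM, had 225 CPM, a ratio of 2.4.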

In situ hybridization for *Tac1* and *Chodl* revealed highly restricted expression in mesenchyme connecting the edges of the frontal and parietal bones above the coronal suture (Fig. 4b, d, Supplementary Fig. 5d). Although broader, in situ experiments showed co-expression of *Scx* and *Tnmd* within this layer (Fig. 4c; Supplementary Fig. 5e, f), and we observed only minimal overlap between *C1qtnf3* and *Tac1* expression (Supplementary Fig. 5g). Thus, the LIG cluster represents a transcriptionally distinct and spatially confined subset of the ectocranium overlying the coronal suture. At postnatal stages (3 weeks, 3 months, 10 months), analysis of the tendon/ligament *Scx:GFP* reporter revealed long-term maintenance of this ligament-like structure (Fig. 4e–h).

**Fig. 4:**
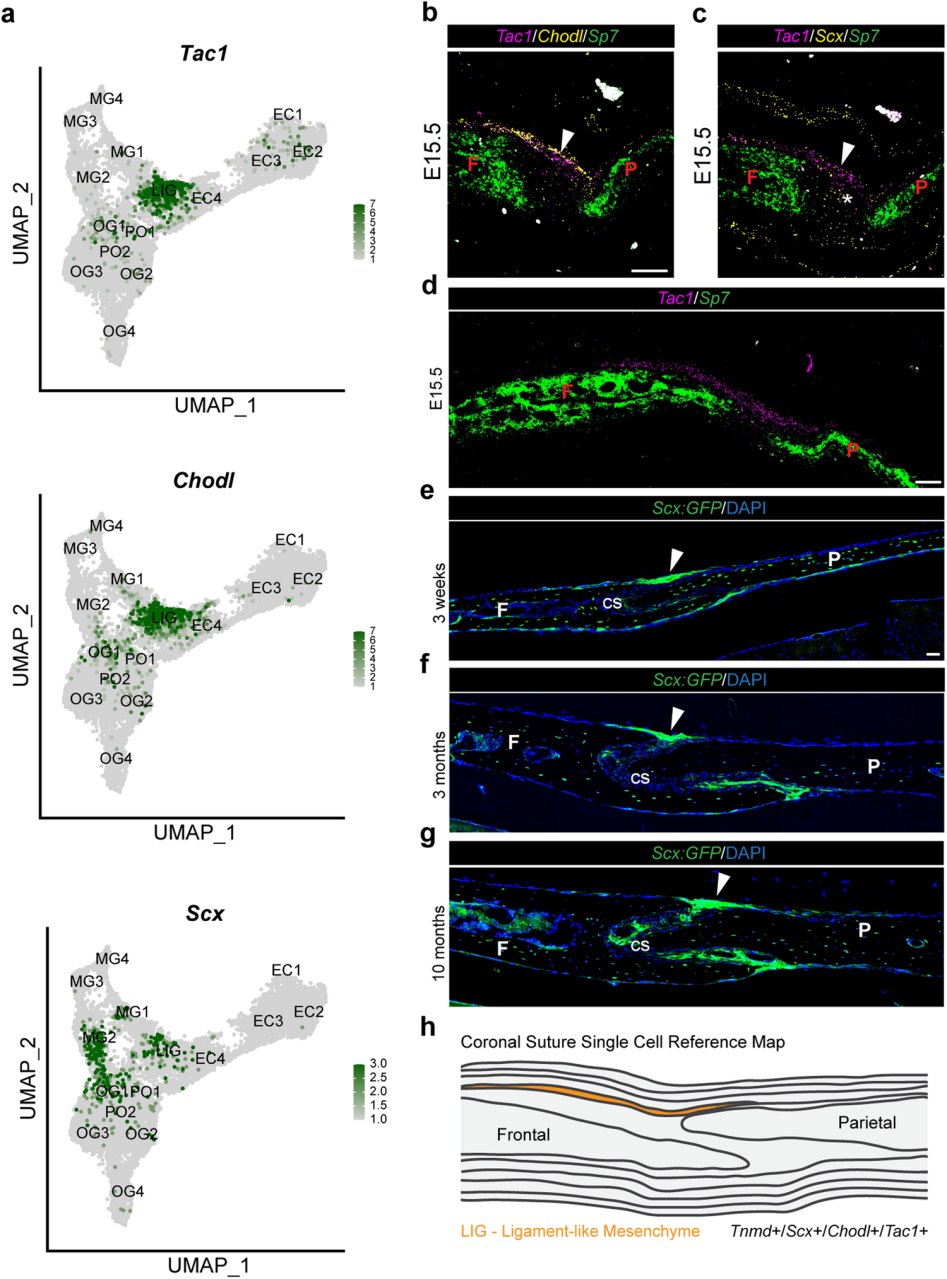
Ligament-like mesenchyme above the coronal suture. **a** Feature plots of genes validated by in situ experiments. **b**–**d** Combinatorial in situ analysis of coronal sutures for indicated markers at E15.5. *Sp7* marks the frontal (F) and parietal (P) bones. Arrowheads denote the ligament-like population, and the asterisk suture mesenchyme weakly labeled by *Scx*. **e**–**g** At the indicated postnatal stages, *Scx-GFP* labels a ligament (arrowheads) in a similar position to the embryonic ligament-like population (*n* = 2 per stage). Nuclei are labeled by DAPI. **h** Model summarizing location of the LIG layer. cs = coronal suture. In situs were performed in biological triplicate. Scale bars = 50 µm; images (**b**, **c**) are at the same magnification, as are (**e**–**g**).

### Distinct osteoblast trajectories in the suture versus periosteum

The suture is a source of new osteoblasts for skull bone expansion. To better understand the trajectories of osteogenesis within and around the suture, we identified six osteogenic clusters (OG1, OG2, OG3, OG4, PO1, PO2) based on the expression of the osteoblast transcription factors *Runx2* and *Sp7*^35–37^, as well as *Dlx5* and *Dlx6*^38–40^, and *Ifitm5* and *Dmp1*^41,42^ (Supplementary Fig. 6). 

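*Runx2* (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797) ranged from 21.5 CPM in PO1 to 192 CPM in OG4 among the osteogenic clusters at E15.5, where LIG had 48.9, and from 82.1 CPM in OG1 to 139 CPM in OG4 at E17.5, where EC1 had 81.9. *Dlx5* at E15.5 was 74.2 CPM in OG3, 37 in OG4 and 22.9 in OG1, and 3.41 in OG2. At E17.5 it was between 87.9 CPM in OG4 and 194 CPM in OG3. *Dlx6* was 21.6 CPM in OG3 and 0.244 CPM in OG2 at E15.5, and between 26.5 and 72.6 CPM in the osteogenic clusters at E17.5. Thus OG2 at E15.5 was low in both *Dlx* genes and, as given for the osteoblast marker, in *Sp7*. PO1 and PO2 at E15.5 were low in both *Dlx* genes as well, with 6.86 and 4.13 CPM of *Dlx5* and 0.49 and 0 of *Dlx6*. *Sp7* had 1.96 CPM in PO1 and 10.3 in PO2.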

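Monocle3 was not available, so diffusion pseudotime was computed in each library over the cells of OG1 to OG4, PO1 and PO2, starting from the OG1 cell nearest to the OG1 centroid. As in the paper, where the root was chosen by hand, the early place of OG1 is set by the root. Pseudotime here is a distance from that cell, so a cluster with a lower median than OG1 need not be earlier. At E15.5 the median pseudotime was 0.052 in OG3, 0.209 in OG1, 0.284 in OG2, 0.297 in PO2, 0.304 in PO1 and 0.612 in OG4. At E17.5 it was 0.061 in OG1, 0.198 in OG3, 0.211 in OG2, 0.399 in PO1, 0.467 in PO2 and 0.514 in OG4. OG4 was also last in both libraries with 15 neighbours and with genes correlated with the cell cycle left out. A root in OG4 with the order reversed, the other alternative, places OG4 last by construction. The paper regressed the cell cycle out of each dataset, so leaving out cell cycle genes is closer to its processing. PO2 and PO1 then came directly after OG1 at E17.5, with medians of 0.076 and 0.106. At E15.5 OG3 stayed first, and PO1 (0.246) came before and PO2 (0.255) after OG2 (0.249).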

Pseudotime analysis of these clusters using Monocle3 predicted OG1 to be the earliest lineage cells, followed by two proliferative branches (PO1, PO2) and distinct OG2 and OG3 trajectories that converged on the osteoblast cluster OG4 (Fig. 5a, b). These pseudotime trajectories were reflected by increased expression of *Runx2* and *Sp7* from OG1 to OG4 and accumulation of the mature osteoblast markers *Ifitm5* and *Dmp1* in OG4 (Fig. 5c). 

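*Runx2* rose from OG1 to OG4 with a ratio of 4.98 at E15.5 and of 1.7 at E17.5. The ratio of *Sp7* was 13.5 and 3.45. *Ifitm5* (ENSMUSG00000025489, chromosome 7 from 140948958 to 140950291) had 3263 CPM in OG4 at E15.5 and 3238 at E17.5, and in the other clusters it had up to 42.5 CPM (OG3) and 126 CPM (PO1). *Dmp1* had 603 CPM in OG4 (568 to 640) at E15.5 and 89.2 CPM at E17.5, with up to 12.4 and 2.48 CPM in OG3.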

Prominent cluster markers included *Erg* and *Pthlh* (OG1), *Lef1* and *Inhba* (OG2), *Mmp13* and *Podnl1* (OG3), and *Ifitm5* and *Dmp1* (OG4) (Fig. 5c, e). 

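*Erg* (ENSMUSG00000040732, chromosome 16 from 95359169 to 95586593) had 6.76 CPM in OG1 (3.6 to 11.6) at E15.5, from 13 UMIs, and 86.3 CPM (81.2 to 91.8) at E17.5. It was 3.47-fold and 4.87-fold above the other labelled cells. At E15.5 MG2 had more, with 9.1 CPM. *Pthlh* was 1.56-fold and 4.18-fold above them in OG1, and MG2 had more than OG1 in both libraries, with 47.2 and 43.4 CPM. In OG2, *Lef1* was 8.35-fold and 1.96-fold above the other cells and *Inhba* 7.02-fold and 1.53-fold. In OG3, *Mmp13* was 234-fold and 18.4-fold above them and *Podnl1* 43.9-fold and 11.3-fold. In OG4, *Ifitm5* was 295-fold and 56.1-fold and *Dmp1* 428-fold and 80.4-fold above them. *Ifitm5* overlaps a gene named only in the E15.5 gene list, so its E15.5 level may be affected by shared reads.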

Pseudotime visualization shows *Erg* (OG1) appearing earliest and shutting down as *Lef1* (OG2) and *Mmp13* (OG3) become expressed, followed by their extinguishment and progressive appearance of *Ifitm5*, *Dmp1*, and *Sost* (OG4) (Fig. 5d).

**Fig. 5:**
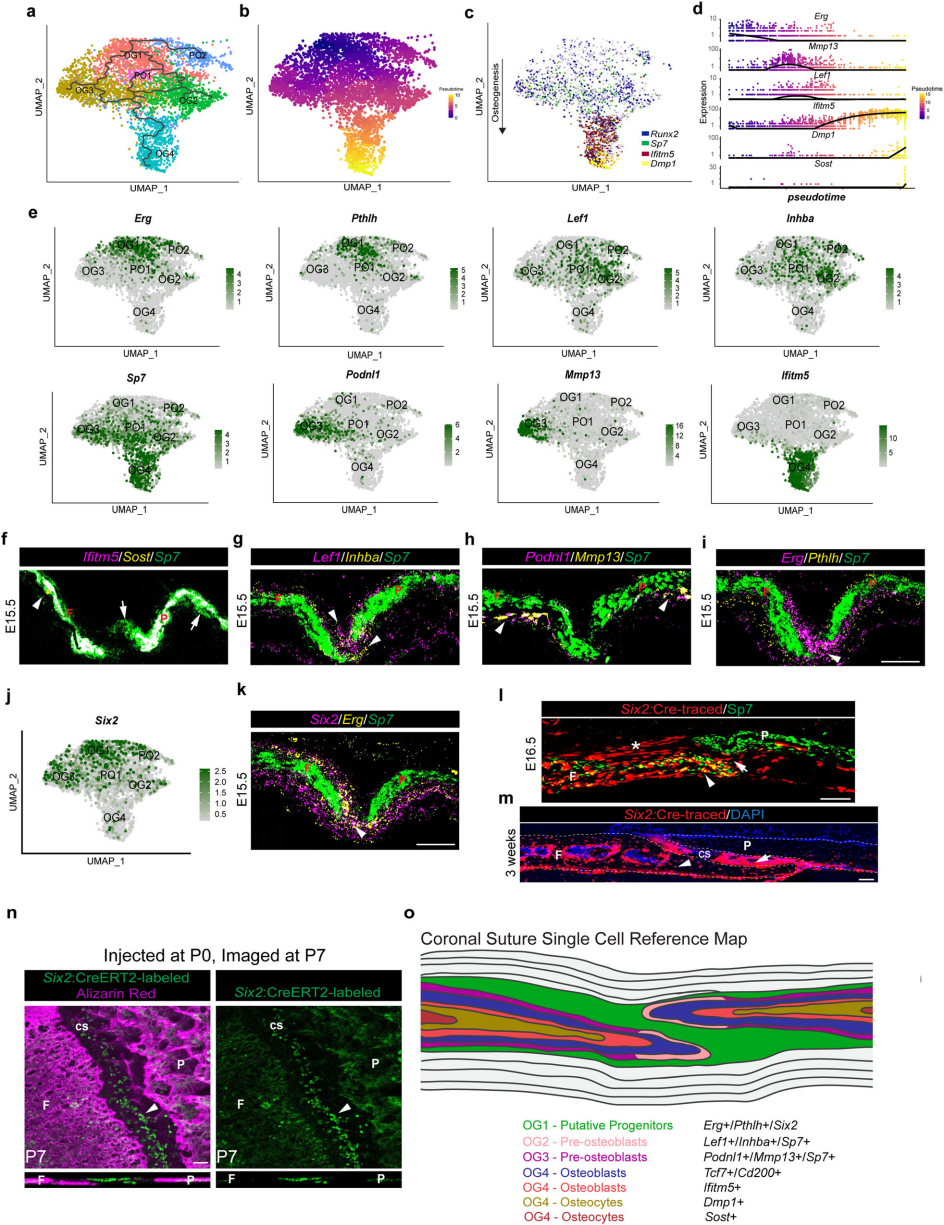
scRNA-seq captures various subtypes of osteoblasts at the coronal suture. **a** Lineage analysis and (**b**) pseudotime analysis of the osteoblast subset using Monocle 3. The gray lines in (**a**) indicate the lineage relationship between cells in the trajectory. In (**b**) cells further along the single-cell trajectory are indicated by progressively lighter colors. **c** Feature plot of selected markers within the osteogenic subset. **d** Expression plots of selected genes across pseudotime. **e**, **j** Feature plots of genes validated by in situ experiments. **f**–**i**, **k** Combinatorial in situ analysis of coronal sutures for indicated markers at E15.5. *Sp7* marks the frontal (F) and parietal (P) bones. **f** *Ifitm5* and *Sost*. Arrows indciate *Sp7*^+^ expression in presumptive newly formed osteoblasts, and the arrowhead *Sost* expression. **g** *Lef1* and *Inhba*. Arrowheads mark *Lef1*^+^*/Inhba*^+^ expression near bone tips. **h** *Podnl1* and *Mmp13*. Arrowheads mark *Podnl1*^+^*/Mmp13*^+^ expression in periosteum distant from suture. **i** *Erg* and *Pthlh*. Arrowhead marks *Erg*^+^/*Pthlh*^+^ expression in suture mesenchyme. **k** *Six2* and *Erg*. Arrowhead marks *Six2*^+^/*Erg*^+^ expression in suture mesenchyme. **l**, **m** Immunostaining for Sp7 and tdTomato in a *Six2*:Cre;Ai9 coronal suture at E16.5 (*n* = 3) and DAPI staining of a Six2:Cre;Ai9 coronal suture at 3 weeks (*n* = 4). Asterisk, labeled cells above the frontal bone. Arrows, coronal suture. Arrowheads, osteocytes. Dashed lines outline bones. **n** Images of the coronal suture (cs, arrowhead) and adjacent bones from a P7 *Six2:CreERT2*; R26-CAG-LSL-Sun1-sfGFP-myc mouse treated with tamoxifen at P0 (*n* = 3). Converted cells display strong nuclear GFP; the diffuse green signal in the bones is autofluorescence. Top views are from above the cranium, with digital cross-sections through the suture shown below. **o** Model summarizing gene expression patterns within the developing bones and coronal suture mesenchyme. In situs were performed in biological triplicate. Scale bars = 50 µm; images (**f**–**i**) are at the same magnification.

To interrogate the spatial relationships between the osteogenic clusters, we first assessed markers of osteoblasts (OG4). The mature osteocyte marker *Sost*, which labels the oldest cells in pseudotime, was expressed in only a few osteocytes distant from the suture (Fig. 5f, Supplementary Fig. 7a, e). In addition, we observed co-expression of *Sp7* with *Ifitm5* throughout most of the bone, except for the leading tips and the surfaces of bones which are *Sp7*-positive only, consistent with bone growth from both the leading edges and the periosteal surfaces (Fig. 5f, Supplementary Fig. 7a). Markers for OG2 (*Lef1*, *Inhba*) and OG3 (*Podnl1*, *Mmp13*) displayed expression along the outer domains of the *Sp7*^+^ bone surface, consistent with a pre-osteoblast identity. Whereas *Lef1*^+^/*Inhba*^+^ cells were most abundant at the edges of the growing bones near the suture, *Podnl1*^+^/*Mmp13*^+^ cells were enriched on bone surfaces further away from the suture (Fig. 5g, h; Supplementary Fig. 7b, c). Similarly, we observed protein expression of the osteoblast marker Cd200 (enriched in OG4) in bone and the Wnt-responsive transcription factor Tcf7 (enriched in OG2) along the bone tips and periosteal surfaces^43–45^ (Fig. 1g, Supplementary Fig. 8a–c). 

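*Cd200* (ENSMUSG00000022661, chromosome 16 from 45382135 to 45409053) had 281 CPM in OG4 and 3.17 in OG2 at E15.5, and 237 and 31.7 CPM at E17.5. *Tcf7* had 61.9 CPM in OG4 and 8.04 in OG2 at E15.5, and 184 and 79.6 CPM at E17.5. In OG2 it was 1.83-fold and 2.03-fold above the other labelled cells, and OG4 was the highest of the 15 clusters in both libraries.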

OG2 may therefore represent specialized suture-resident pre-osteoblasts, and OG3 periosteal pre-osteoblasts more generally found on bone surfaces.

### Contribution of *Six2*+ osteoprogenitors to osteocytes and postnatal suture mesenchyme

Pseudotime analysis places OG1 at the apex of the differentiation trajectory at the coronal suture (Fig. 5a–d). 

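*Six2* (ENSMUSG00000024134, chromosome 17 from 85684277 to 85688274) had 14.6 CPM in OG1 at E15.5 and 41.7 at E17.5, 1.44-fold and 1.36-fold above the other labelled cells. The CPM of MG1, MG2 and MG3 was higher in both libraries, with 26.7, 56.9 and 62.1 CPM at E15.5 and 85.4, 85.5 and 71.1 CPM at E17.5.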

In situ validation showed co-expression of OG1 markers *Six2*, *Erg,* and *Pthlh* (Fig. 5e, j) within suture mesenchyme and extending along the edges of the frontal and parietal bone tips (Fig. 5i, k, Supplementary Fig. 7d). Interestingly, *Erg* was asymmetrically distributed along the bones, with stronger expression above the frontal and below the parietal bone. *Gli1* and *Prrx1* showed similar asymmetric expression above the frontal bone, and *Six2* and *Gli1* below the parietal bone (Fig. 5k, Supplementary Fig. 9a, b). These findings highlight the asymmetric distribution of the earliest osteogenic cells around the bone fronts, which may play a role in ensuring the later reproducible overlap of the parietal over the frontal bone.

Markers of the proliferative clusters PO1 and PO2 (*Mki67*, *Cenpf*, *Top2a*) overlapped with the OG1 marker *Erg* and OG2 markers *Lef1* and *Inhba* (Fig. 1g, Fig. 5e, Supplementary Fig. 7f). 

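*Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) was 8.53-fold above the other labelled cells in PO1 at E15.5 and 5.43-fold at E17.5, and 12.1-fold and 6.01-fold in PO2. *Cenpf* was 4.2-fold and 2.74-fold in PO1 and 22.8-fold and 15-fold in PO2. *Top2a* was 10.8-fold and 7.67-fold in PO1 and 8.61-fold and 5.43-fold in PO2. At E15.5, *Lef1* had 56.8 CPM in PO1 and 55.8 in PO2, *Inhba* had 38.2 and 64, and *Erg* had 1.47 and 0. At E17.5, *Erg* had 32.9 CPM in PO1 and 34 in PO2.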

In situ validation revealed *Cenpf* expression around the tips of the growing bones and extending into the sutures at E15.5, although in comparison to *Erg* it appeared largely absent from the central part of the suture (Supplementary Fig. 7g). These data suggest that, distinct from OG1 osteoprogenitors, proliferative pre-osteoblasts are concentrated at the bone tips, consistent with previous evidence for proliferative osteogenic cells at the leading edges of the cranial bones^20^. The spatial organization between putative progenitors, suture-resident pre-osteoblasts, and osteoblasts was confirmed with double in situs between markers for OG1 (*Pthlh*), OG2 (*Podnl1*), and OG4 (*Ifitm5*) (Fig. 5o, Supplementary Fig. 7h, i).

We next examined embryonic and postnatal labeling of suture cells with *Six2-Cre* and the Ai9 TdTomato reporter, as *Six2* is co-expressed with *Erg* in the coronal suture mesenchyme at E14.5 and E15.5. At E16.5, we observed labeling of mesenchyme in the coronal suture, which was asymmetrically distributed above the frontal and below the parietal bone, consistent with *Six2* expression (Fig. 5l). We also observed labeling of Sp7^+^ osteoblasts, primarily within the frontal bone. At 3 weeks after birth, we observed extensive contribution of *Six2-Cre*-labeled cells to coronal suture mesenchyme, frontal bone osteocytes, and parietal bone osteocytes close to the suture (Fig. 5m). Next, we used conditional *Six2*-CreERT2 mice, in combination with the R26-CAG-LSL-Sun1-sfGFP-myc reporter driving nuclear *Sun1*-GFP expression, to assess contributions of *Six2*^+^ osteoprogenitors to postnatal coronal suture mesenchyme. Following treatment with tamoxifen at P0, we observed extensive contribution of labeled cells to coronal suture mesenchyme at P7, as well as scattered cells associated with the growing bone fronts that we interpret as osteoblasts (Fig. 5n). These findings are consistent with *Six2*^+^ embryonic progenitors giving rise to postnatal suture mesenchyme.

### Overlapping cell types between the coronal and frontal suture

In order to interrogate how differences in cell populations may underlie the differential sensitivity of the coronal and frontal sutures to craniosynostosis, we compared our dataset to a recently published dataset for the frontal suture^30^. Co-clustering of our E17.5 coronal suture dataset with the published E18.5 frontal suture dataset and UMAP analysis revealed 15 clusters, all of which had contributions from both datasets (Fig. 6a–c). For example, similar hypodermis (“EC1-3” in coronal versus “HD” in frontal), dura mater (“MG1-4” versus “DM”), and osteoblast (“OG4” versus “OB”) populations were identified. The vast majority of marker genes for the coronal and frontal suture datasets also displayed similar expression in shared clusters between datasets (Fig. 6d, e). Of note, *Acta2*^+^/*Tagln*^+^ cells formed a separate cluster (cluster 11) from *Tac1*^+^/Chodl^+^ cells (cluster 5), consistent with re-clustering analysis of the LIG population (Supplementary Fig. 5a–c). Although not previously resolved in the frontal suture publication, we also note that the frontal suture dataset contains both OG3-like and OG2-like pre-osteoblasts.

**Fig. 6:**
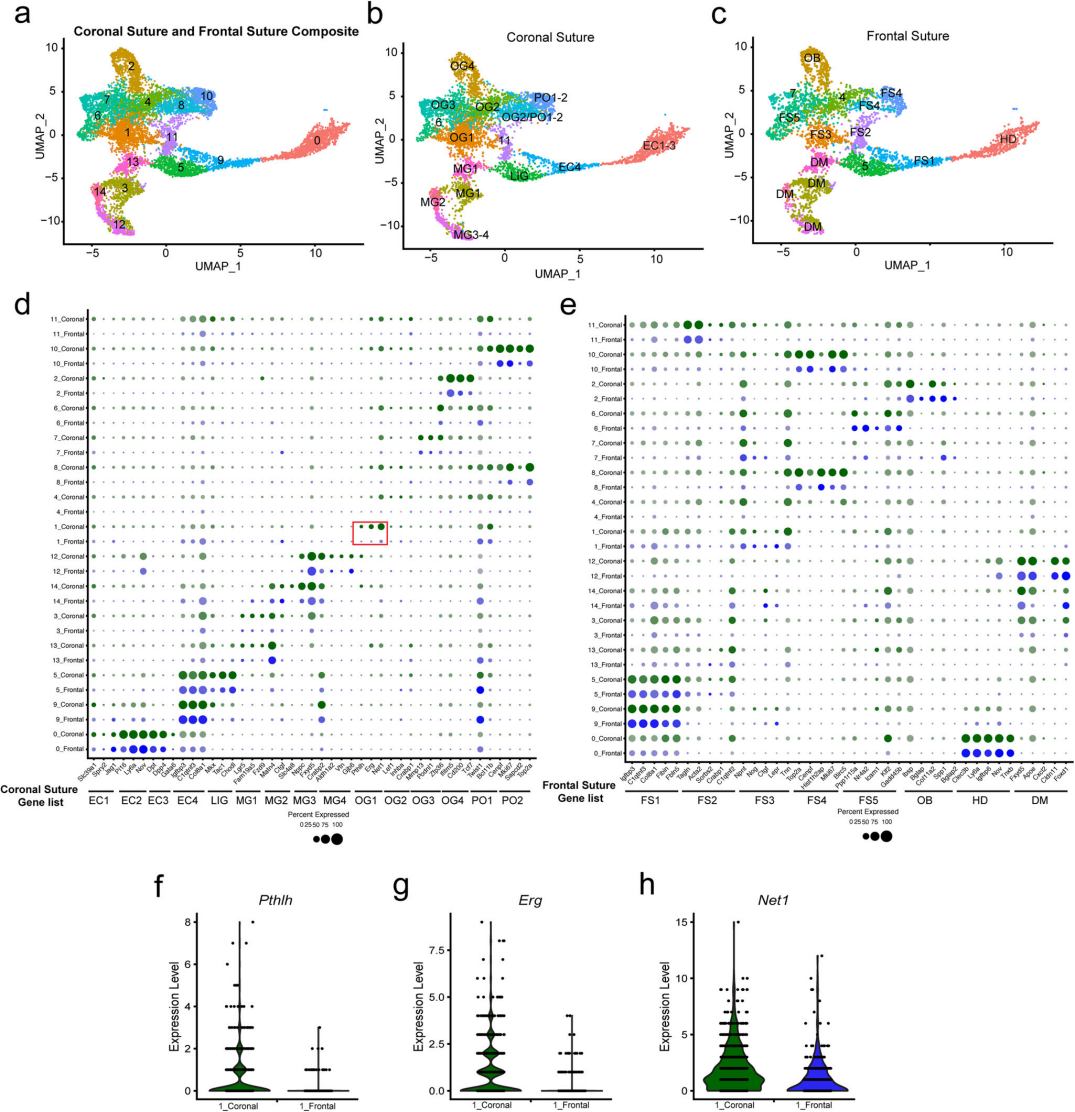
Comparison of frontal and coronal datasets. **a** UMAP analysis of osteogenic and mesenchymal cells from integrated E17.5 coronal and E18.5 frontal datasets. **b**, **c** Cell clusters separated by suture type and labeled with respective names. **d**, **e** Dot plot showing the intersection of cluster markers from the coronal suture datasets (Fig. 1g) and for the frontal suture datasets from Holmes et al.^30^, mapped onto to integrated dataset split by suture. Red box labels OG1 markers. **f**–**h** Violin plots highlight enriched expression of OG1 markers *Pthlh*, *Erg*, *Net1* in cluster 1 cells from the coronal versus frontal suture.

Whereas we identify putative osteoprogenitors in both coronal and frontal suture datasets, the markers used to identify these appear to differ in their expression levels. In particular, we find both higher representation and expression levels of *Erg* and *Pthlh*, and to a lesser extent *Net1*, in osteoprogenitors of the coronal versus frontal suture (Fig. 6d, f–h). There are also prominent differences in the spatial distribution of osteoprogenitors between sutures. In contrast to the asymmetric distribution of OG1 osteoprogenitors at the coronal suture, the FS3 osteoprogenitor marker *Npnt* was restricted to the medial aspects of the frontal suture and within the developing bone^30^. There are also differences in the spatial distributions of other cell types. The EC4 suprasutural population is distributed above the bones in the coronal suture, yet the comparable FS1 population sits within the frontal suture. This comparison suggests that, while similar cell types are likely present at both types of sutures, gene expression and in particular spatial organization of cell types is suture-specific.

### Signaling interactions between mesenchymal layers captured from single-cell analysis

To gain insights into potential signaling between osteogenic cells and adjacent ectocranial and meningeal mesenchyme, we surveyed our datasets for expression of ligands and receptors (Supplemental Fig. 10a, b). In OG4 osteoblasts, we observed enrichment of *Tgfb1*, *Bmp3*, *Bmp4*, *Ihh*, and *Pdgfa*, with Ihh^46^ and Pdgfa^47,48^ known to be secreted by osteoblasts. 

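In OG4, *Ihh* (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672) was 84.1-fold above the other labelled cells at E15.5 and 17.1-fold at E17.5. *Tgfb1* was 20.2-fold and 4.32-fold, *Pdgfa* 10.1-fold and 6.48-fold and *Bmp3* 2.35-fold and 2.16-fold above them. *Bmp4* was 1.29-fold and 1.75-fold above them. Of the 19 statements of enrichment for ligands in OG4, EC4 and LIG, 10 reached 2-fold in both libraries. The mean UMIs per cell without normalization gave 8 of them.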

In the ectocranial clusters EC4 and LIG, which are situated closest to the suture, we detected enrichment of *Tgfb3*, *Fgf9*, *Fgf18*, *Wnt5a*, *Wnt9a*, *Wnt11*, and *Igf1* ligands. 

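In EC4, *Fgf9* was 18.5-fold above the other labelled cells at E15.5 and 9.18-fold at E17.5, *Tgfb3* 3.09-fold and 2.23-fold, *Wnt5a* 2.15-fold and 3.53-fold and *Wnt9a* 2.59-fold in both. *Fgf18* was 1.74-fold and 4.42-fold, *Igf1* 1.95-fold and 2.2-fold and *Wnt11* 1.5-fold and 1.53-fold. In LIG, *Fgf9* was 2.49-fold and 2.03-fold above them and *Wnt11* 2.06-fold and 2.46-fold. *Tgfb3* was 3.03-fold and 1.38-fold, *Fgf18* 1.89-fold and 2.88-fold and *Igf1* 2.14-fold and 1.42-fold. *Wnt5a* was 1.14-fold at E15.5 and 0.606-fold at E17.5, and *Wnt9a* 1.3-fold and 0.865-fold.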

In the meningeal clusters closest to the suture (MG1, MG2), we also detected *Tgfb3* and *Igf1* ligand expression, as well as *Tgfb2* that has previously been shown to be a critical meningeal-derived factor for suture morphogenesis^49^. 

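*Tgfb2* (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) had 61.1 CPM in MG1 and 88.6 in MG2 at E15.5 and 84.3 and 58.7 CPM at E17.5. MG3 had the highest level in both libraries, with 175 and 119 CPM. *Tgfb3* had 126 CPM in MG1 and 140 in MG2 at E15.5, and 121 and 172 CPM at E17.5. *Igf1* had 386 and 687 CPM at E15.5, and 177 and 460 CPM at E17.5.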

Reciprocally, we detected expression of the Tgfβ receptor *Tgfbr3*, the Fgf receptors *Fgfr1* and *Fgfr2*, the Wnt receptors *Fzd1*, *Fzd2*, and *Fzd6*, the Ihh receptor *Ptch1*, and the Pdgfa receptor *Pdgfra* in various osteogenic clusters (Supplemental Fig. 10b). 

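In the osteogenic clusters, *Fgfr1* was between 87.3 CPM (OG3) and 281 CPM (PO2) at E15.5 and between 115 CPM (OG3) and 163 CPM (OG4) at E17.5. *Fgfr2* was between 17.7 and 92.8 CPM and between 55.1 and 132 CPM. *Ptch1* was between 37.1 and 91 CPM and between 56.6 and 98.2 CPM. *Pdgfra* was between 42.5 and 120 CPM and between 34.9 and 67.9 CPM. *Tgfbr3* was between 4.42 and 57.8 CPM and between 2.38 and 10.2 CPM. *Fzd1* was between 7.18 and 30.9 CPM and between 10.5 and 53.1 CPM, *Fzd2* between 23.8 and 95 CPM and between 31.9 and 88.3 CPM, and *Fzd6* between 0 and 3.12 CPM and between 4.29 and 13 CPM.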

To capture signaling interactions in an unbiased approach, we interrogated our data using the CellPhoneDB package^50^, scoring the ligand-receptor pairings between all clusters (Supplemental Fig. 10c). Interactions between osteogenic clusters were notably weak, highlighting the potential for interactions of osteogenic and non-osteogenic cell types in coronal suture regulation. Consistent with their spatial organization, the mesenchymal populations closest to the suture (EC4 above, MG1/MG2 below) had the strongest interactions with osteogenic cells. Of the ligand-receptor interactions that were identified between neighboring non-osteogenic and osteogenic clusters, several pathways are relevant to coronal suture development, including Fgf, Tgfβ, and Wnt signaling^51^ (Supplementary Fig. 11).

### Enrichment of coronal synostosis gene expression in osteogenic cell clusters

To determine if genes underlying craniosynostosis in humans^51–53^ coalesce within a specific cell type, we mapped coronal synostosis genes onto our dataset. We noted that 9/16 coronal synostosis genes were enriched in several osteogenic clusters, in particular PO1 and PO2, suggesting misregulation of osteoblast differentiation and/or proliferation as a common mechanism of coronal synostosis. For example, two coronal synostosis genes *Cdc45* and *Esco2*, encoding DNA replication factors^54,55^, were highly enriched in PO1, and *Fgfr1*, *Fgfr2*, *Tcf12*, *Twist1*, and *Zeb2* were enriched in both proliferative and osteogenic clusters, in particular osteoprogenitor cluster OG1 and suture-resident cluster OG2. 

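For each of the 16 coronal synostosis genes, the CPM was averaged over the ectocranial, the meningeal and the osteogenic clusters of a library, with equal weight per cluster. The osteogenic mean was the highest of the 3 in both libraries for 6 genes, *B3gat3*, *Cdc45*, *Esco2*, *Fgfr2*, *Tcf12* and *Zeb2*. It was the highest for 9 genes at E15.5 and for 7 at E17.5. The mean UMIs per cell without normalization moved the count most, to 9 genes in both libraries, but this measure does not remove differences in depth between cells. The median log2 ratio of the osteogenic mean to the mean of the other clusters was 0.63 at E15.5, at the 100th percentile of 10000 random lists of genes matched on expression, whose medians lay between -0.23 and 0.32 (central 95%). At E17.5 it was 0.10, at the 75.4th percentile of lists that lay between -0.28 and 0.25. With the mean UMIs per cell the random lists rose as well, to a median of 0.17 at E15.5 and 0.59 at E17.5. The 16 genes then had 0.79 at E15.5, at the 100th percentile, and 0.65 at E17.5, at the 68.5th. Without PO1 and PO2 the median at E15.5 was 0.35, at the 99.8th percentile of lists between -0.25 and 0.22. At E17.5 it was -0.04, at percentile 44.1 of lists between -0.29 and 0.20. The osteogenic values at E15.5, and the module scores below, include clusters low in osteoblast genes. A list of 8 such genes had a median log2 fold of -2.06 in E15.5 OG2, -2.46 in PO1 and -1.84 in PO2. No setting left out OG2, so the E15.5 result holds for cells under these labels and not for osteoblast-like cells alone.

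**Figure D2:**
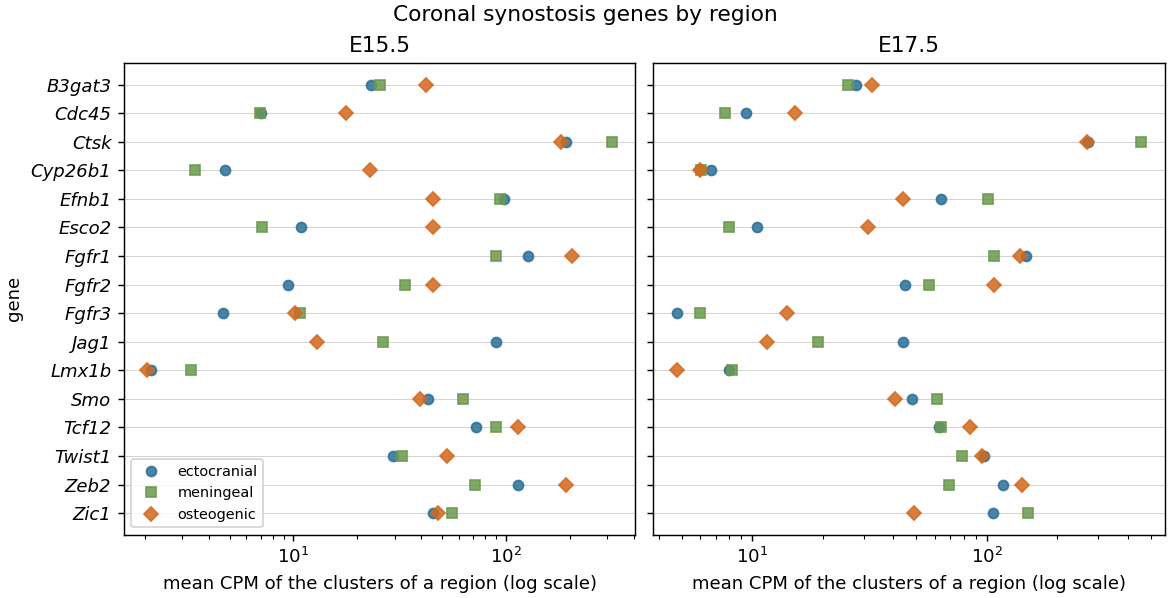
Mean CPM of the ectocranial, meningeal and osteogenic clusters (log scale) for each of the 16 coronal synostosis genes in the E15.5 and the E17.5 library. The osteogenic mean is the highest in both for 6 genes, such as *Fgfr2* with 45.5 and 107 CPM, and *Jag1* is highest in ectocranial clusters in both.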

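In PO1, *Cdc45* (ENSMUSG00000000028, chromosome 16 from 18780447 to 18811987) was 4.7-fold above the other labelled cells at E15.5 and 4.33-fold at E17.5, and *Esco2* 17.4-fold and 11.2-fold. The next ratios are against the pooled CPM of the labelled cells outside the osteogenic region, without equal weight per cluster. *Fgfr2* was 3.66-fold in OG1 and 2.79-fold in OG2 at E15.5 and 2.08-fold and 2.51-fold at E17.5. *Zeb2* was 1.63-fold and 2.43-fold at E15.5 and 1.9-fold and 1.31-fold at E17.5. *Fgfr1* was 1.1-fold in OG1 and 2.18-fold in OG2 at E15.5, and 1.16-fold and 0.994-fold at E17.5. *Twist1* in OG2 was 2.13-fold at E15.5 and 0.884-fold at E17.5. There the share of cells after thinning gave 1.07-fold, and the mean UMIs per cell, which rises with depth, 1.13-fold.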

To assess whether the coronal synostosis gene set had non-random distribution across suture cell types, we assessed the distribution of coronal gene set average expression, versus a randomized gene set, between grouped osteogenic, ectocranial, and meningeal clusters. Coronal synostosis genes were enriched in osteogenic clusters, and to a certain extent in meningeal clusters (Fig. 7b, Supplementary Fig. 12a). This analysis demonstrates a preferential enrichment of genes associated with coronal synostosis in osteogenic clusters.

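The module score of the 16 genes was recomputed in each library from log-normalized counts with 24 expression bins, 10 control genes per gene and values under 0 set to 0. Its mean at E15.5 was 0.0343 (SD 0.0609) in ectocranial, 0.0527 (SD 0.0736) in meningeal and 0.0830 (SD 0.0969) in osteogenic cells. At E17.5 it was 0.0216 (SD 0.0483), 0.0227 (SD 0.0460) and 0.0229 (SD 0.0489). These SDs are between cells, and no test was run because cells are not replicates. Control genes are drawn at random. With 20 draws of the control genes, which were added after the first values had been seen, the osteogenic mean was highest in all 20 draws at E15.5 and in 2 of the 20 at E17.5, and the draw used above is one of those 2. Keeping values under 0 moved the E17.5 difference to the next region from 0.0002 to -0.0079.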

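From the module scores of grouped clusters, the paper concludes that genes associated with coronal synostosis are preferentially enriched in osteogenic clusters. In cells of both libraries joined, the mean score was 0.0187 over 5548 ectocranial cells, 0.0299 over 1905 meningeal cells and 0.0329 over 4712 osteogenic cells. With unnormalised counts the order changed, to 0.0178, 0.0432 and 0.0274, though the osteogenic mean was then highest in each library apart. In the joined cells it stayed highest with 100 control genes (0.0318 against 0.0291 for meningeal cells) and with values under 0 kept (-0.0255 against -0.0264). Without *Cdc45* and *Esco2*, the osteogenic mean lay 0.0030 above the next region at E15.5, and the difference at E17.5 was -0.0038.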

**Fig. 7:**
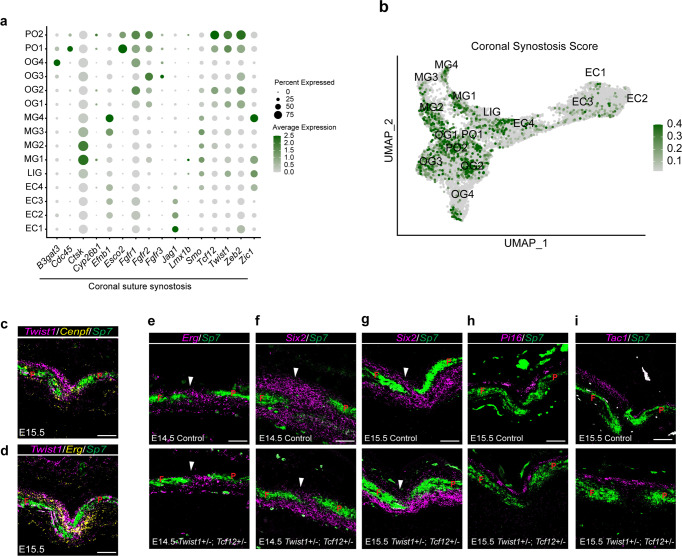
Enrichment and requirements of coronal synostosis genes for osteogenic cells. **a** Dot plot of genes associated with coronal suture synostosis. The size and color intensity of the dots correspond respectively to the percentage of cells within each cluster expressing the indicated gene, and the average expression level. **b** Module score for coronal synostosis genes plotted on to the osteogenic/mesenchymal subset UMAP. **c**–**i** Combinatorial in situ analysis of coronal sutures for indicated markers at E14.5 or E15.5. *Sp7* marks the frontal (F) and parietal (P) bones. **c**, **d** *Twist1* expression overlaps with markers for PO1 (*Cenpf*) and OG1 (*Erg*) within coronal suture mesenchyme of wild-type E15.5 mice. **e**–**i**, expression of OG1 markers *Erg* and *Six2* is lost in the suture mesenchyme (arrowheads) of *Twist1*^+/−^; *Tcf12*^+/−^ mice, yet EC1-3 marker *Pi16* and LIG marker *Tac1* are unaffected. In situs were performed in biological triplicate. Scale bars = 50 µm; images in (**c**–**i**) are at the same magnification.

### Selective loss of osteoprogenitors in a mouse model of Saethre–Chotzen Syndrome

We had previously suggested that progenitor dysfunction plays a central role in the coronal synostosis observed in a *Twist1*^+/−^; *Tcf12*^+/−^ mouse model for Saethre–Chotzen syndrome, although we had lacked clear markers to define embryonic osteoprogenitors in these studies^9,20^. The observed enrichment of *Twist1* and *Tcf12* in osteogenic clusters, including OG1, suggested that these transcription factors might regulate osteoprogenitor number. 

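*Tcf12* (ENSMUSG00000032228, chromosome 9 from 71842688 to 72111871) had 113 CPM in OG1 at E15.5 and 86.8 at E17.5. These were 1.6-fold and 1.35-fold the pooled CPM of the labelled cells outside the osteogenic region. *Twist1* (ENSMUSG00000035799, chromosome 12 from 33957671 to 33959829) had 34.3 CPM in OG1 at E15.5, 1.19-fold its pooled CPM in those cells, and 123 CPM at E17.5, 1.23-fold. LIG had 145 CPM of *Twist1* at E17.5, the highest of the 15 clusters. From the enrichment the paper proposes that both factors may regulate the number of osteoprogenitors.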

Further, in situ validation confirmed co-expression of *Twist1* with the proliferative marker *Cenpf* and the OG1 marker *Erg* in suture mesenchyme, with *Twist1* displaying the same asymmetric expression above the frontal bone as *Erg* (Fig. 7d, e, Supplementary Fig. 12b, c). In *Twist1*^+/−^; *Tcf12*^+/−^ mice, we observed reduced expression of *Erg* at E14.5 and *Six2* at E14.5 and E15.5 in the coronal suture domain, yet ectocranial expression of *Pi16* and *Tac1* were unaffected (Fig. 7e–i). These findings point to a specific role of Twist1 and Tcf12 in the specification and/or maintenance of OG1 coronal suture progenitors as early as E14.5.

## Discussion

Proper formation of the coronal suture is a complex process requiring the coordinated development of multiple tissue types, which is reflected in the diverse genetic heterogeneity underlying coronal synostosis. Understanding the mechanisms that cause pathogenic suture fusion in distinct syndromic forms of synostosis has been limited by our incomplete knowledge of the cellular diversity of individual types of sutures. In an effort to bridge this gap, we have generated a comprehensive spatial and transcriptomic map of the cell types that comprise and support the embryonic coronal suture.

The relationship of the embryonic progenitors that build the coronal suture with the adult sutural stem cells that grow the cranium remains debated. Recent work on postnatal sutures has demonstrated that the suture mesenchyme houses resident skeletal stem cells that produce osteoblasts to grow skull bones^16–18,56^. However, these markers (*Gli1*, *Prrx1*, *Axin2*) broadly label mesenchyme throughout the embryonic skull, making them unsuitable for identifying osteogenic cells at earlier stages. Here we identify *Erg*, *Six2*, and *Pthlh* as some of the earliest markers for the putative osteoblast progenitors concentrated in the embryonic coronal suture. Using *Six2-Cre* and *Six2*-CreERT2, we find that similar progenitors can be found at postnatal stages, where they contribute to osteocytes embedded in the neighboring bones. This supports a model in which embryonic *Erg*^+^*/Six2*^+^*/Pthlh*^+^ progenitors contribute to postnatal sutural stem cells. Interestingly, *Pthlh* is also a marker for chondrocyte stem cells in the femoral growth plate^57^, suggesting that Pthlh signaling could be a more general regulator of skeletal progenitors.

As opposed to the adult skull where stem cells are tightly restricted to suture mesenchyme, embryonic *Erg*^+^*/Six2*^+^*/Pthlh*^+^ progenitors extend away from the suture along the surfaces of the frontal and parietal bone tips. Interestingly, these progenitors are asymmetrically distributed, with more cells along the lateral surface of the frontal bone and medial surface of the parietal bone. This asymmetric organization may ensure the reproducible architecture of the coronal suture, with the parietal bone consistently overlapping above the frontal bone. We show that asymmetric distribution of *Erg* and *Six2* is lost in *Twist1*^+/−^;*Tcf12*^+/−^ mutants, and in a companion study that similar asymmetric distribution of *Grem1*^+^ progenitors is lost in *Tcf12*^−/−^ mutants, consistent with bones meeting end-on-end and fusing in these craniosynostosis models^58^. These results highlight the power of our single-cell data to identify key embryonic cell types affected in models of craniosynostosis.

Our data also revealed distinct routes of osteoblast differentiation through either suture-resident pre-osteoblasts or periosteal cells more broadly distributed along the surfaces of bones. Suture-resident pre-osteoblasts are enriched for Wnt-related genes, perhaps reflecting the known involvement of genes from this pathway in coronal suture development^17,59^, as well as proliferative markers such as *Cenpf*. These findings support a model in which proliferative bone growth from the coronal suture extends the lengths of bones, whereas more restrained osteoblast differentiation along the bony surfaces increases the thickness of the cranial bones, particularly at postnatal stages^60^.

The underlying meninges are important in sutural and cranial development^12,61^, and we uncovered multiple distinct layers associated with the coronal suture. In particular, we resolved the dura mater into a dural border cell layer and two layers consistent with periosteal dura^27,28^. Interestingly, the periosteal dura layer, which sits closest to the suture and cranial bones, was distinguished by expression of several chondrogenic markers, including *Matn4*, *Ctgf*, and lower levels of *Col2a1* and *Acan*. Cartilage formation beneath sutures has been linked to normal and pathological suture fusion^62,63^, yet the precise source of such cartilage has remained unclear. It will be interesting to assess whether the periosteal dura layers contribute to the natural and ectopic cartilage formation associated with suture closure. In addition, the periosteal dura layers express multiple signaling factors implicated in suture regulation, including *Tgfb2*, *Fgf2*, *Gdf10*, and *Ctgf*^64^, and CellPhoneDB analysis points to signaling interactions between the periosteal dura layers and pre-osteoblasts. Our single-cell atlas therefore provides testable hypotheses for how specific meningeal cell types may regulate cranial bone formation in a paracrine fashion.

The ectocranial mesenchyme above the coronal suture is also known to regulate suture patency^7,22^, and here we identify at least four distinct layers. The two outermost layers likely represent the lower limits of the skin, including dermal reticular fibroblasts (*C1qtnf3*^+^) and non-osteogenic *Ly6a*^+^ (*Sca1*^+^) hypodermis^31,65,66^. Ectocranial expression of *Jag1* and *Epha4* has been implicated in coronal suture formation^7,22^, and we find *Jag1* expression in the hypodermis and *Epha4* in the dermal reticular fibroblast layer. Thus, multiple ectocranial layers likely play roles in suture regulation. Below the hypodermis, we identified a *C1qtnf3*^*+*^/*Tnmd*^+^ layer that we termed suprasutural, as well as a related and tightly associated layer enriched for expression of genes involved in ligament formation, cellular contraction, and mechanosensation. By analyzing the tendon/ligament reporter *Scx:GFP*, we find that a ligament persists in this location until at least 10 months after birth. One possibility is that this ligament, which connects the lateral tips of the frontal and parietal bones, contributes to the flexibility of the sutures, for example to accommodate compression of the calvarium during birth. More speculatively, this population could also function to interpret mechanical forces and transmit these to the osteogenic cells within the suture, thus coupling expansion of the brain to cranial growth. Consistently, CellPhoneDB predicts strong ligand-receptor interactions between the ligament-like population and osteogenic cells, including Tgfβ, Fgf, Wnt, and Igf1 signaling families.

The broad distribution of craniosynostosis-related genes within our dataset suggests diverse etiologies of synostosis. However, over half of coronal synostosis genes had enriched expression within osteogenic clusters, including *Twist1* and *Tcf12* that have been implicated in negative regulation of the rate of bone growth in the cranium^20^. It will be interesting to test whether this reflects more general roles of coronal synostosis genes in regulating osteogenesis, although other coronal synostosis genes had preferential enrichment in meningeal (*Ctsk*, *Efnb1*) or ectocranial (*Jag1*) layers. It is possible that differences in gene expression, and/or the principal cell populations and processes they control, underlie the distinct genetic sensitivities of particular cranial sutures. One prominent unique feature of the overlapping coronal suture is the asymmetric distribution of osteoprogenitors, which is not observed at the non-overlapping frontal suture. Indeed, our comparison of the coronal and frontal sutures reveals that, whereas the cell types themselves are largely shared, their topological arrangements and gene expression profiles are suture-specific. Future work will be needed to understand how the geometry of each suture is determined, and how this impacts the sensitivity of particular sutures to loss in distinct human craniosynostosis syndromes.

## Methods

### Animals

Mouse work was performed in accordance with UK Home Office regulations under approved project licences and the University of Southern California Institutional Animal Care and Use Committee (USC IACUC Protocol #20552). Mice were housed in cages with up to five adults or two adults with a litter. Genotyping of the following mouse lines used the primers listed in Supplementary Table 1: *Tcf12* and *Twist1*^9^, *Scx*-GFP^67^, *Six2*-Cre^68^ (https://www.jax.org/strain/009606), *Six2*-CreERT2^68^ (https://www.jax.org/strain/032488), Ai9 (https://www.jax.org/strain/007909)^69^,R26-CAG-LSL-Sun1-sfGFP-myc (https://www.jax.org/strain/021039)^70^. For *Six2*-Cre experiments, timed matings between *Six2*-Cre heterozygous males and Ai9 homozygous females were performed, and mothers were sacrificed at E16.5 to harvest embryos. To harvest postnatal time points for *Six2*-Cre;Ai9 mice or *Scx*-GFP mice, genotyped animals were sacrificed at 3 weeks. For tamoxifen treatments, newborn pups (P0) were obtained from crosses of *Six2*-CreERT2; R26-CAG-LSL-Sun1-sfGFP-myc males and *Six2*^*f*/*f*^ females, and injected with 10 uL of a 20 mg/mL tamoxifen solution dissolved in corn oil into the abdominal cavity. Swiss Webster foster mothers were used to avoid maternal rejection, and pups were sacrificed at P7.

### Coronal suture dissociations

E15.5 and E17.5 embryos were isolated and the bony skull was dissected away from the skin and brain. For E15.5 embryos the coronal suture was dissected away from the skull cap using microdissection scissors, and 10 pooled coronal sutures were rinsed in PBS and enzymatically dissociated with a final concentration of 3 mg/mL of Collagenase II (Worthington) and 4 units/mL of Dispase (Corning) in DMEM/F12 (Corning) for 45 min. For E17.5 embryos coronal sutures were dissected out in ice-cold PBS using a scalpel blade, isolating a strip containing the overlapping frontal and parietal bone fronts (which appear opaque compared to adjacent regions) and avoiding the most apical and basal aspects of the suture. Isolated sutural strips from embryos from two litters in 3 batches (batch 1, 10 sutures from litter 1; batch 2 and 3, 3 sutures each from litter 2) were cut into small fragments in HBBS and digested using Collagenase IV (Worthington, USA; final concentration in HBBS of 2 mg/mL) for 30 min. Dissociation was terminated with 2% Fetal Bovine Serum and cells were passed through a 0.35 µM filter (E15.5) or Pluri-strainer Mini 70 µm (E17.5; pluriSelect Life Science, Germany). For E15.5 sample preparation, dead cells were removed using the Dead Cell Removal kit (Miltenyi Biotec 130-090-101) and cells counts were determined with a hemocytometer. The three batches of E17.5 dissociated cells were separately sorted by FACs to remove debris, cell doublets and likely dead cells (BD FACSAria Fusion; 100 µM nozzle; Supplementary Fig. 13) prior to library preparation.

### scRNA-seq library preparation and sequencing

Transcriptome libraries for single cells were captured using 10X genomics Chromium Single Cell 3’ Library and Gel Bead Kit v2 following manufacturer’s guidelines. Sequencing for E15.5 coronal sutures was performed with Illumina’s HiSeq 3000/4000 PE Cluster Kit at the Children’s Hospital Los Angeles Molecular Genomics Core, and for E17.5 cells, PE sequencing was run on an Illumina HiSeq 4000 at the Oxford Genomics Centre Wellcome Centre for Human Genetics, Oxford, achieving an average of ~150,000 mean reads per cell for E15.5 and ~92,000 mean reads per cell for E17.5.

### Bioinformatics analysis

Quality control of raw reads was performed with FastQC version 0.11.7, fastq_screen version 0.7.0 and multiqc^71^ version 0.9. Samples were counted individually and aggregated with cellranger (10X Genomics) version 2.1.1 using the mm10 mouse transcriptome. All other parameters were set to their default values. Data analysis was performed with Seurat^23^ version 3.2.0. The aggregate gene/barcode matrix (‘raw_gene_bc_matrices_mex’) was loaded using ‘CreateSeuratObject’ and ‘Read10X’ with ‘min.cells = 10, min.genes = 200’. Cells were filtered to exclude cells with fewer than 1000 UMIs, fewer than 1000 genes, more than 7.5% mitochondrial content (calculated as the fraction of reads assigned to a gene on the chromosome ‘MT’), and more than 3% Hbb/Hba centent (to remove red blood cells, and cells with high contamination for red blood cell-specific genes). Filtered cells were normalized with SCTransform, and cell-cycle scoring and regression were performed for each dataset with the default list of human cell-cycle genes (converted to mouse gene symbols). Datasets were integrated based on the tutorial “Integration and Label Transfer” from Seurat (https://satijalab.org/seurat/archive/v3.0/integration.html). In brief, an object list including both datasets was created, 3000 features were selected using the SelectIntegrationFeatures following by PrepSCTIntegration, anchors were identified using FindIntegrationAnchors, and the data were integrated using IntegrateData. Dimensionality reduction was performed using the first 30 principal components (PCs) with UMAP^72^ (min_dist = 0.5, n_neighbors = 30). Clustering was performed with ‘FindClusters’ and ‘resolution=1’. Cluster marker genes were identified with ‘FindAllMarkers’ using parameters ‘min.pct = 0.2, logfc.threshold = 0.5, max.cells.per.ident = 1000, min.cells.gene = 5’. Secondary dimensionality reduction and clustering of the osteogenic and mesenchymal subset were performed as above, after subsetting for cluster numbers 0, 1, 2, 4, 5, 7, and 9. The new subset was reclustered at ‘resolution=0.6’. Trajectory analysis was carried out on the osteogenic subset (clusters OG1-4, PO1-2) using Monocle 3^73^. The Seurat integrated object was converted into a Monocle cell dataset and the cluster information and UMAP coordinates carried over from the Seurat object prior to following the Monocle3 recommended protocols and parameters (from the learn the trajectory graph section onwards at https://cole-trapnell-lab.github.io/monocle3/docs/trajectories/#learn-graph). The trajectory root was manually selected, using known osteogenic pathway gene expression patterns (shown in Fig. 5c) working back from the most differentiated cells, to inform the likely starting point of the lineage. Cell–cell communication analysis was performed using CellphoneDB v2.1.4^50^, after transforming mouse genes to human homologs. We prioritized potential interactions (*p*-value < 0.01) and manually selected those that were of biological relevance. Synostosis genes for the coronal module were determined based on published human craniosynostosis reports^52,55^. Scores were calculated using the AddModuleScore function in Seurat: https://rdrr.io/github/satijalab/seurat/man/AddModuleScore.html. Module scores were calculated using the RNA assay and control features were set to 10. FeaturePlots to visualize the module score had a minimal cutoff of q10 and a maximal cutoff of q90. For statistical analysis, module scores were extracted for each cell, and cells were group by region (Ectocranial: EC1-4 and LIG, Osteogenic: OG1-4 and PO1-2, Meningeal: MG1-4). Values less than zero were set to zero to replicate the data visualized in the FeaturePlots. Statistical significance was determined using a pairwise Wilcoxon test with Benjamini & Hochberg correction in R. All included DotPlots reflect z-score scaled data generated from the DotPlot() function that enables visualization of lowly expressing clusters with highly expressing clusters on the same scale (https://rdrr.io/bioc/scater/man/plotDots.html). Dot size was determined by setting the parameters dot.min = 0 and dot.scale = 9. Expression scales were determined by setting the parameters minimal scale col.min = 0 and maximum scale col.max = 2.5. All FeaturePlots and VlnPlots for gene expression were generated from the RNA assay expression values, with a minimal cutoff of q10 and a maximal cutoff of q90 for FeaturePlots.

### RNAScope

RNAscope in situ hybridization was performed using the RNAscope Multiplex Fluorescent Kit v2 (Advanced Cell Diagnostics, Newark, CA) according to the manufacturer’s protocol for fixed-frozen sections, with the modification that to retain optimal sectioning quality the heat antigen retrieval was omitted. TSA® Plus (Fluorescein, Cy3 and. Cy5) reagents were used at 1:1000.

### Immunofluorescence and staining on cryosections

Wild-type C57BL/6 embryos were collected at E16.5, rinsed in ice-cold PBS followed by head dissection, overnight incubation in 4% PFA in PBS at 4 °C, and processing through a sucrose gradient. 12 µM sections were prepared, air dried, and blocked for 1 hour in 5% goat serum in PBST. Rabbit anti-Sp7 (1:750; sc-22536-R, Santa Cruz Biotechnology) and Chicken anti-mCherry (1:500, NBP2-25158, Novus Biologicals) were added overnight in 5% goat serum in PBST. Slides were washed and stained with Alexa Fluor 488 and 647 secondary antibodies (all 1:500; Thermo Fisher Scientific). Adult samples were collected and the skin was removed from the skull. Heads were fixed overnight and decalcified in EDTA for up to 2 weeks, followed by processing through a sucrose gradient. Embedded heads were sectioned at 12 µM and air-dried slides were washed in PBS and stained with DAPI.

### Immunohistochemistry on parrafin sections

Wild-type C57BL/6 embryos were collected at E17.5 and rinsed in ice-cold PBS for 30 minutes followed by head dissection, skin removal, and overnight incubation in 4% PFA at room temperature. Heads were then washed multiple times in PBS, decalcified for 2 hours in Calci-ClearTM Rapid (HS-105, National Diagnostics), dehydrated, and paraffin embedded. Embedded tissue was sectioned (5 µm) and then rehydrated, stained, and visualized using ImmPRESS^®^ HRP Anti-Rabbit IgG (Peroxidase) Polymer Detection Kit (MP-7451, Vector Laboratories). Primary antibodies were diluted in cold TBS and incubated overnight at 4 °C. In order to detect primary antibodies other than those raised in rabbit, donkey anti-sheep/goat/rat IgG-HRP was used (all 1:200, A16041, sc-2020, A18739, respectively). The tissue sections were subsequently imaged using an Olympus BX60 Microscope (Olympus) and/or NanoZoomer 2.0 HT (Hamamatsu). Secondary antibodies include donkey anti-sheep IgG-HRP (A16041), donkey anti-goat IgG-HRP (sc-2020), and donkey anti-rat IgG-HRP (A18739). To study Tcf7/Cd200 and Tcf7/Dmp1 localization, double immunofluorescence staining was performed on 5 µm E17.5 sections. Following deparaffinisation, rehydration, and heat-mediated antigen retrieval in 10 mM sodium citrate buffer solution (pH 6), samples were blocked in 4% Donkey Serum (D9663, Sigma-Aldrich) for 30 min. Individual sections were then incubated overnight at 4 °C with a mixture of Tcf7 (1:200; C63D9, Cell Signaling Technology) and Cd200 (1:200; AF2724, R&D systems) or Tcf7 (1:200; C63D9, Cell Signaling Technology) and Dmp1 (1:400; AF4386, R&D systems) primary antibodies. Antigen detection was performed using the appropriate combination of the Alexa Fluor 488, 555, and 647 secondary antibodies (all 1:500; A21206 or A11015, A21432, A31573; Thermo Fisher Scientific) for 2 h at room temperature in the dark. All primary/secondary antibodies were diluted in SignalBoost™ Immunoreaction Enhancer Kit (407207–1KIT, Calbiochem). After three washes in PBS, sections were incubated with DAPI (1 µg/mL) (Roche, cat # 10 236 276 001). Following multiple washes in PBS, slides were mounted using Vectashield® Antifade Mounting Medium (H-1000Vector Laboratories, Inc.). Imaging was performed using a Zeiss LSM 780 Upright Multi-Photon Confocal Microscope with LD LCI PA 25×/0.8 DIC WD = 0.57 mm Imm Corr (UV)VIS-IR (Oil-Immersion) and Plan-Apochromat 63x/1.4 Oil objectives. Images were obtained using ZEISS ZEN Microscope software. When using two rabbit antibodies, for example the co-localization of Gja1 (1:100; 3512, Cell Signalling Technology) and Crabp2 (1:750; 10225-1-AP, Proteintech), we used the TSA Cyanine 3 Plus Evaluation Kit (NEL744E001KT, Perkin Elmer) following the manufacturers’ instructions. Primary antibodies were visualized using ImmPRESS^®^ HRP Anti-Rabbit IgG (MP-7451, Vector Laboratories) followed by incubation with Fluorescein (FP1168) or Cyanine 3 (FP1170) Amplification Reagents (both 1:200) and imaged by a Zeiss LSM 780 Upright Multi-Photon Confocal Microscope (same parameters as above).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Reporting Summary

## Data Availability

The RNAseq data generated in this study, including raw and processed files, are available in the GEO repository, accession: “GSE163693”. All other data are included in the article and Supplementary Information or available from the corresponding authors upon reasonable request.

# Supplementary material for: The developing mouse coronal suture at single-cell resolution
**Source:** Nat Commun. 2021 Aug 10;12:4797. doi: 10.1038/s41467-021-24917-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

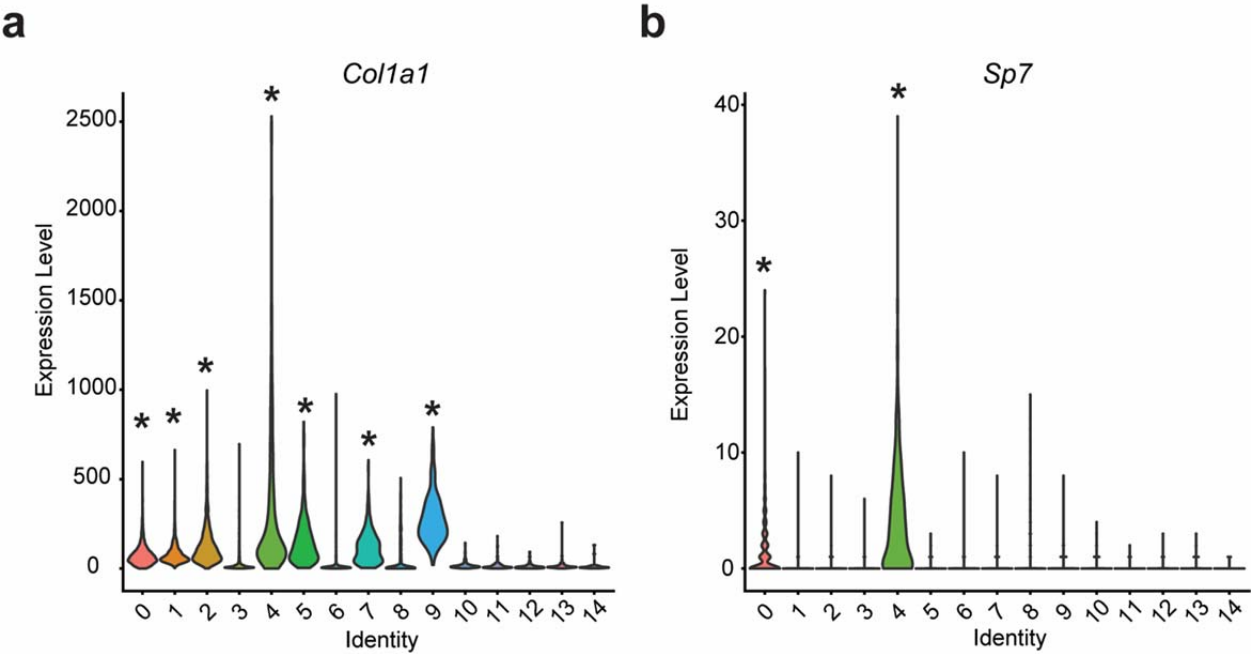

**Supplementary Figure 1. Fibroblast and osteoblast markers label mesenchymal/osteogenic clusters. a** Violin plot for *Col1a1*. **b** Violin plot for *Sp7*. Enriched clusters are marked by asterisks.

31 **Supplementary Figure 2**  
32 **a**

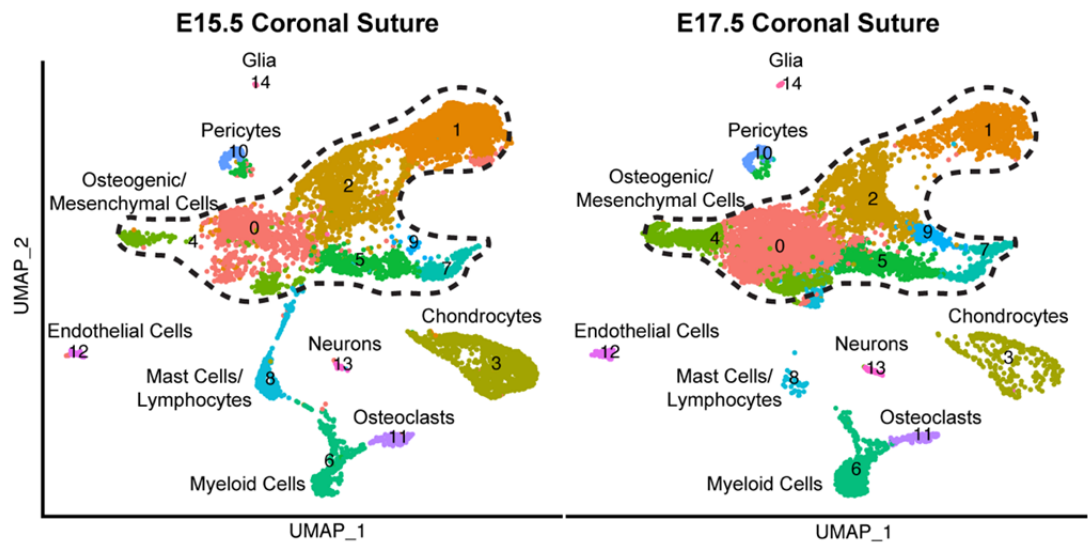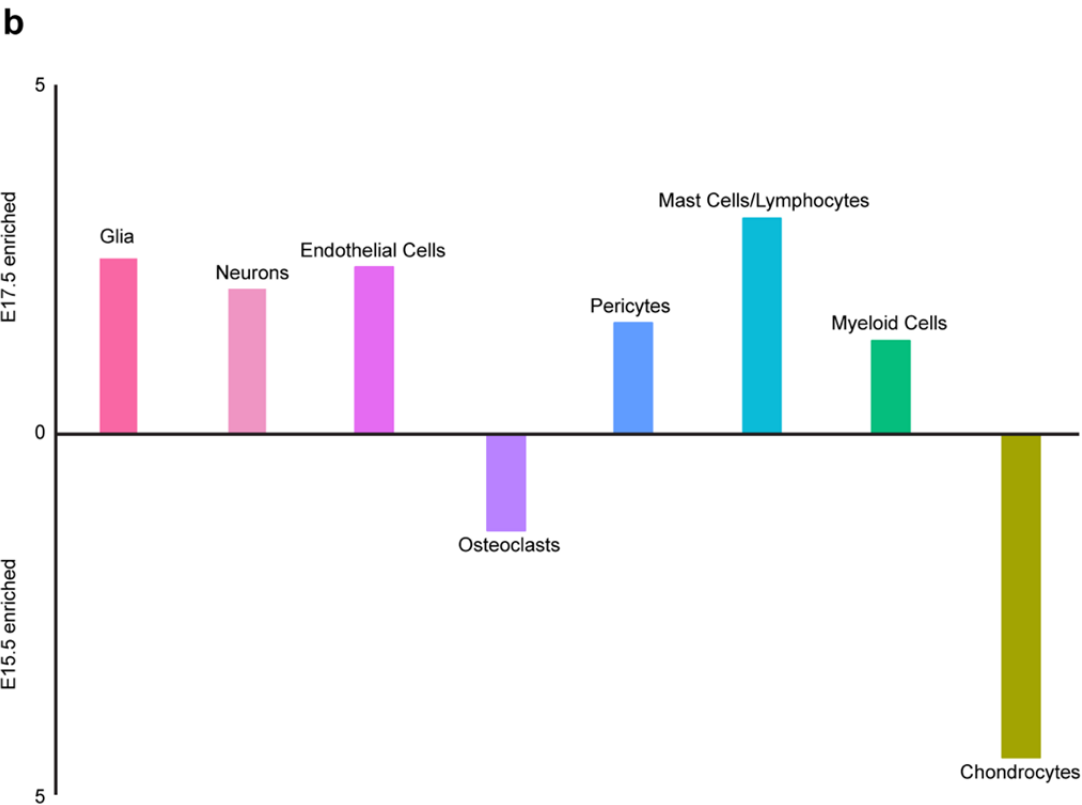

34 **Supplementary Figure 2. Equivalent cell types are captured at E15.5 and E17.5. a** UMAP  
35 plots separated by developmental stage. **b** Graphical depiction of the cluster proportions plotted  
36 as ratio between E15.5 and E17.5 cells within each cluster.  
37

38 **Supplementary Figure 3**

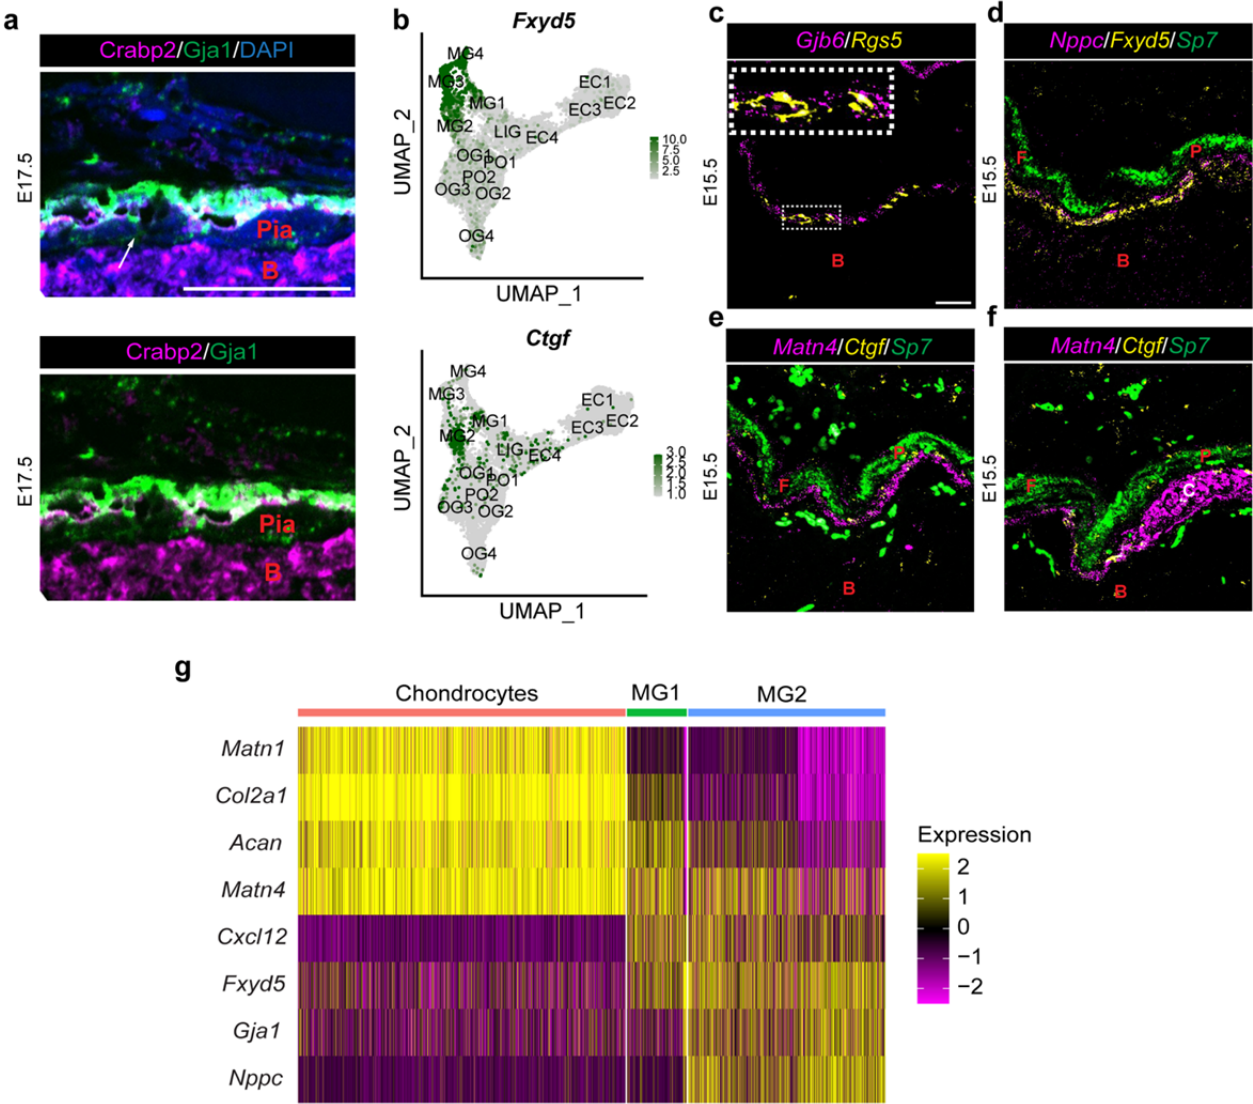

**Supplementary Figure 3. Resolving meningeal subtypes.** **a** Immunofluorescence of *Crabp2* and *Gja1* at E17.5. Scale bar = 25  $\mu$ m. **b** Feature plots of genes validated by in situ experiments. **c-f** In situ analysis of coronal sutures for indicated markers at E15.5. **c** *Gjb6* and *Rgs5*. Dashed lines highlight magnified inset. **d** *Nppc* and *Fxyd5*. **e,f** *Matn4* and *Ctgf*. *Sp7* marks the frontal (F) and parietal (P) bones in (d-f). **g** Heatmap of selected chondrocyte and dura mater markers. B, brain; C, cartilage. Immunofluorescent experiments were performed in triplicate. In situs were performed in biological triplicate. Scale bars = 50  $\mu$ m.

Supplementary Figure 4

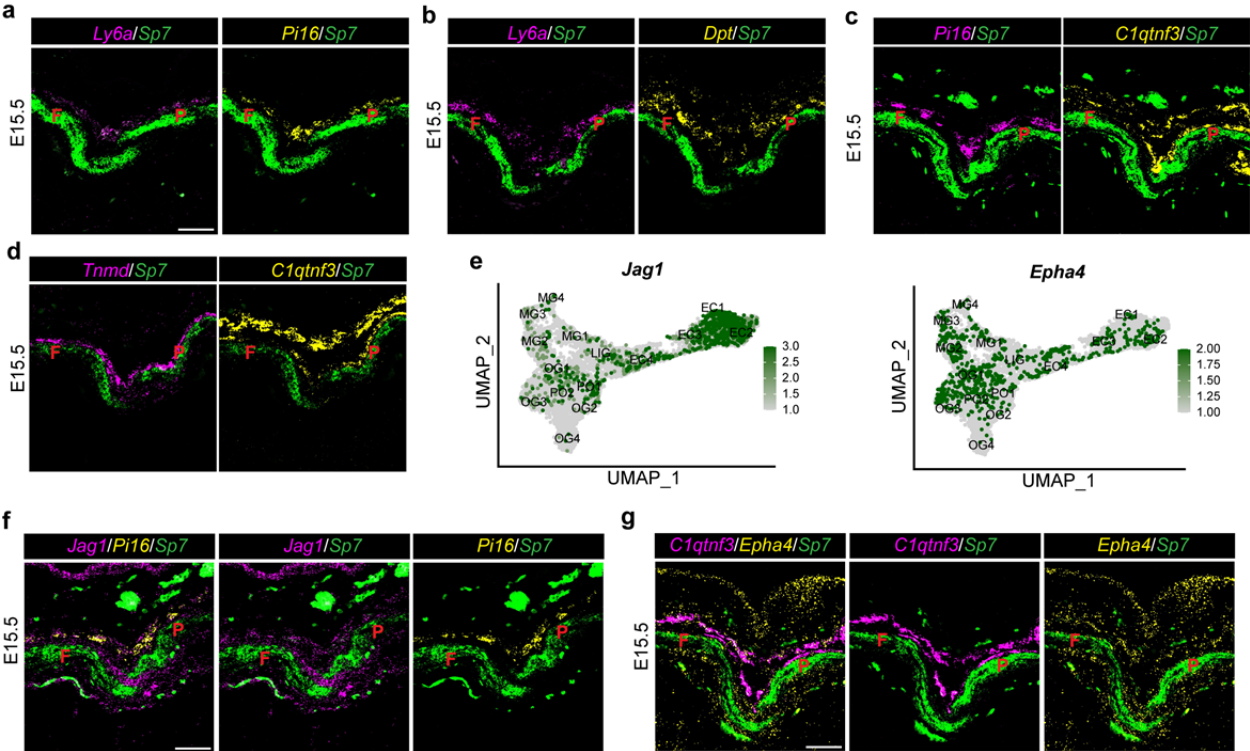

**Supplementary Figure 4. Ectocranial layers overlay the coronal suture. a-d** Single channel images of genes evaluated in Figure 3. **e** Feature plots of genes validated by in situ experiments. **f, g** In situ analysis of coronal sutures for indicated markers at E15.5. In situs were performed in biological triplicate. Scale bars = 50  $\mu$ m.

Supplementary Figure 5

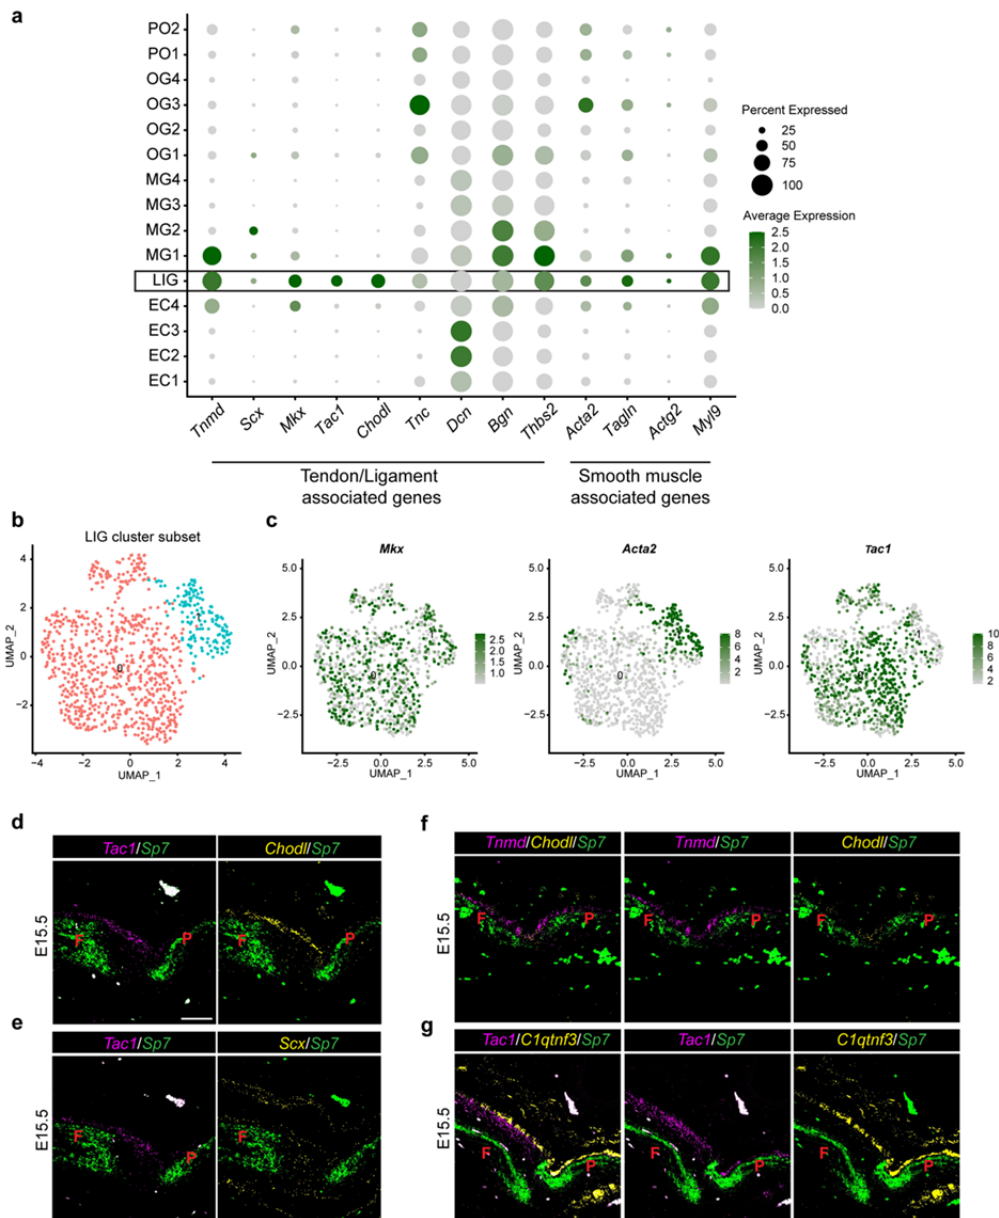

**Supplementary Figure 5. LIG cluster can be divided into ligament-like and smooth muscle-like clusters.** **a** Dot plot of markers associated with tendon/ligament identity and cellular contractility. **b** UMAP after re-clustering. **c** Feature plots of genes identified in LIG cluster. **d, e** Single channel images of genes evaluated in Figure 4. **f, g** In situ analysis for indicated markers at E15.5. *Sp7* marks the frontal (F) and parietal (P) bones in all in situs. In situs were performed in biological triplicate. Scale bar = 50  $\mu$ m.

Supplementary Figure 6

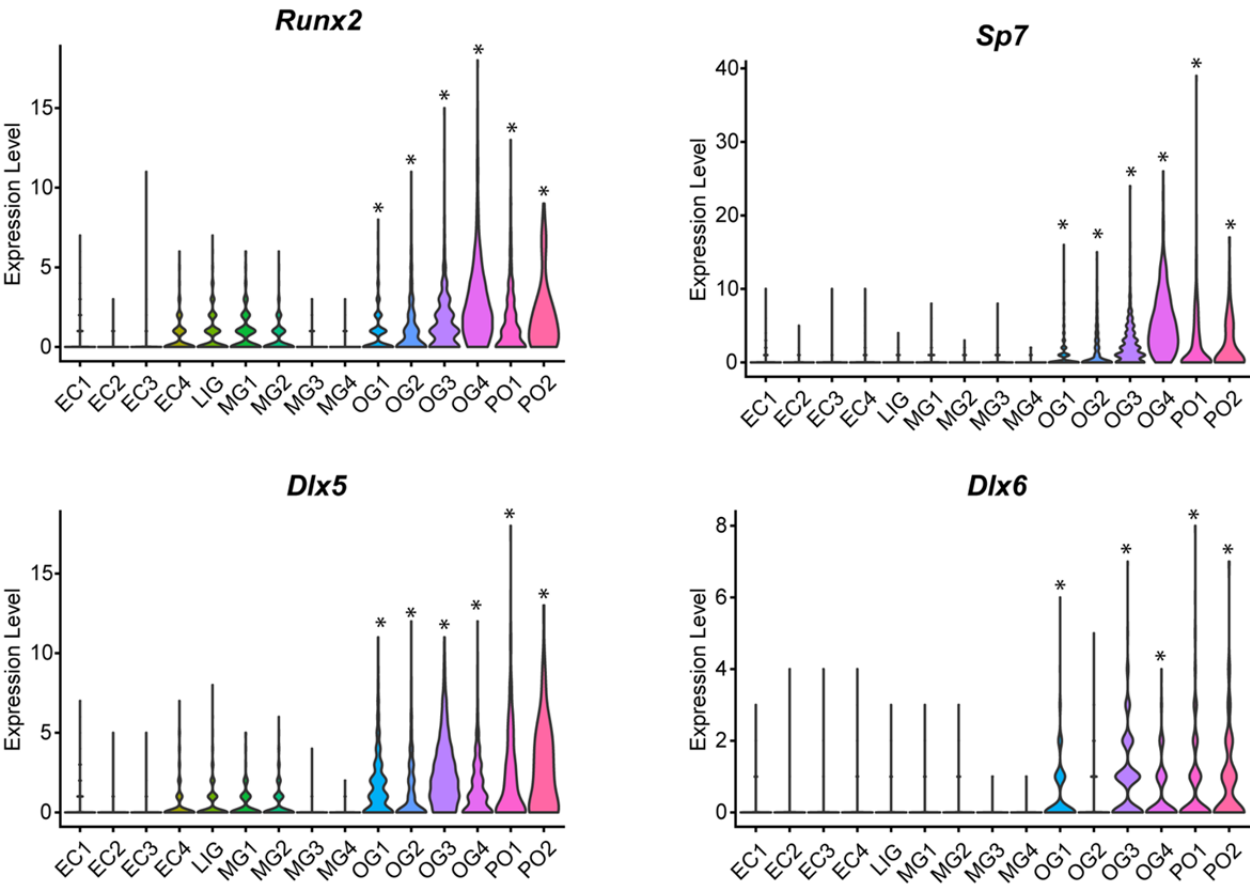

**Supplementary Figure 6. Markers for the osteogenic subset.** Violin plots for *Runx2*, *Sp7*, *Dlx5*, and *Dlx6*. Enriched clusters are marked by asterisks.

Supplementary Figure 7

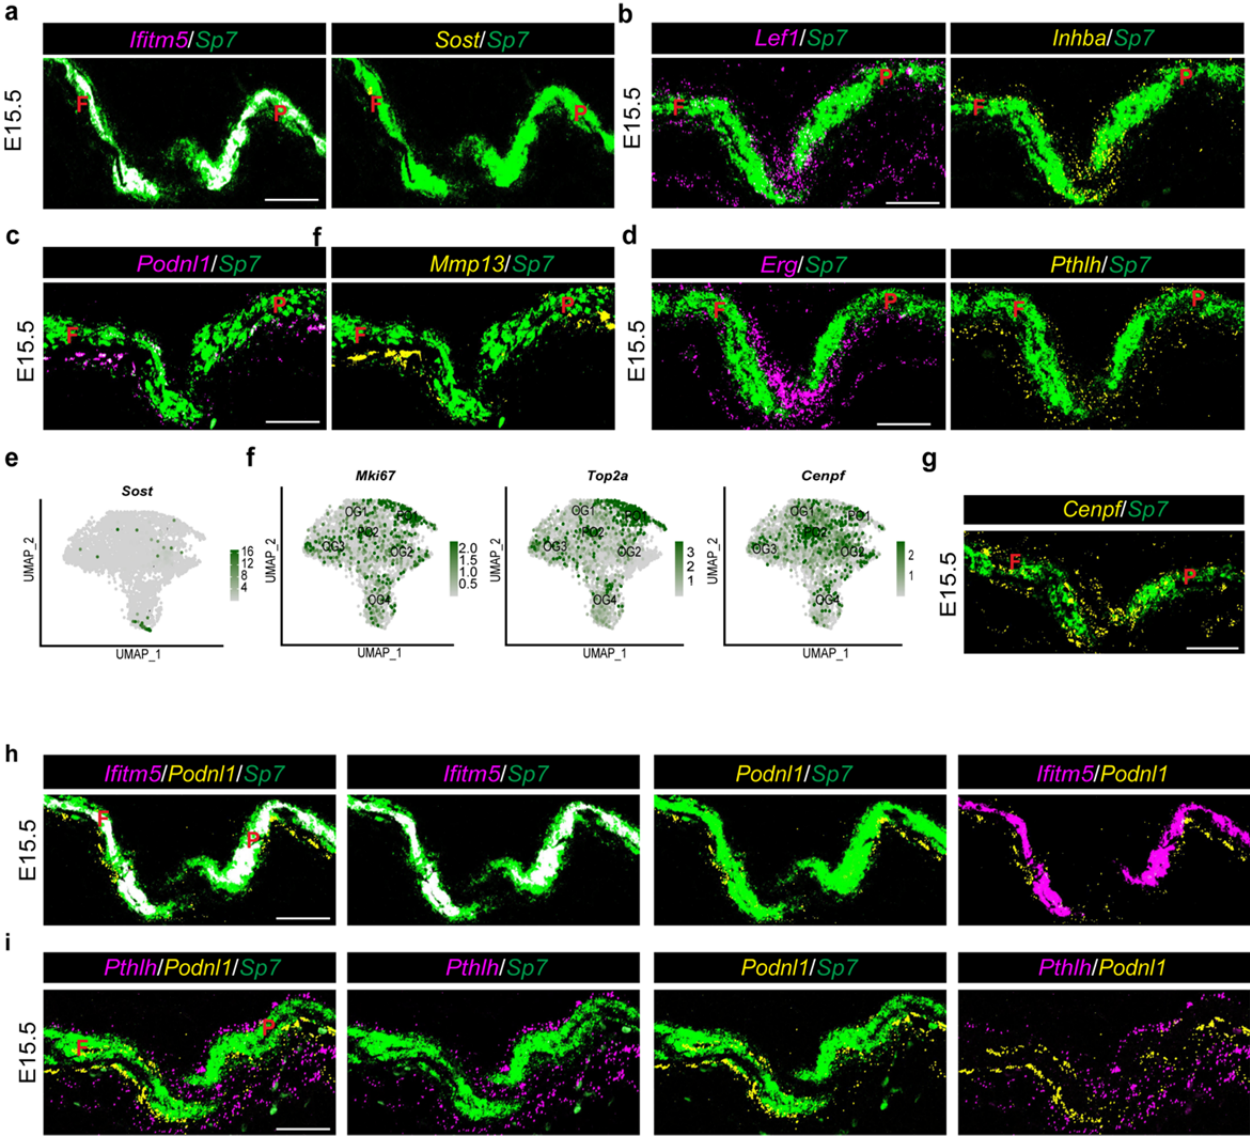

Supplementary Figure 8

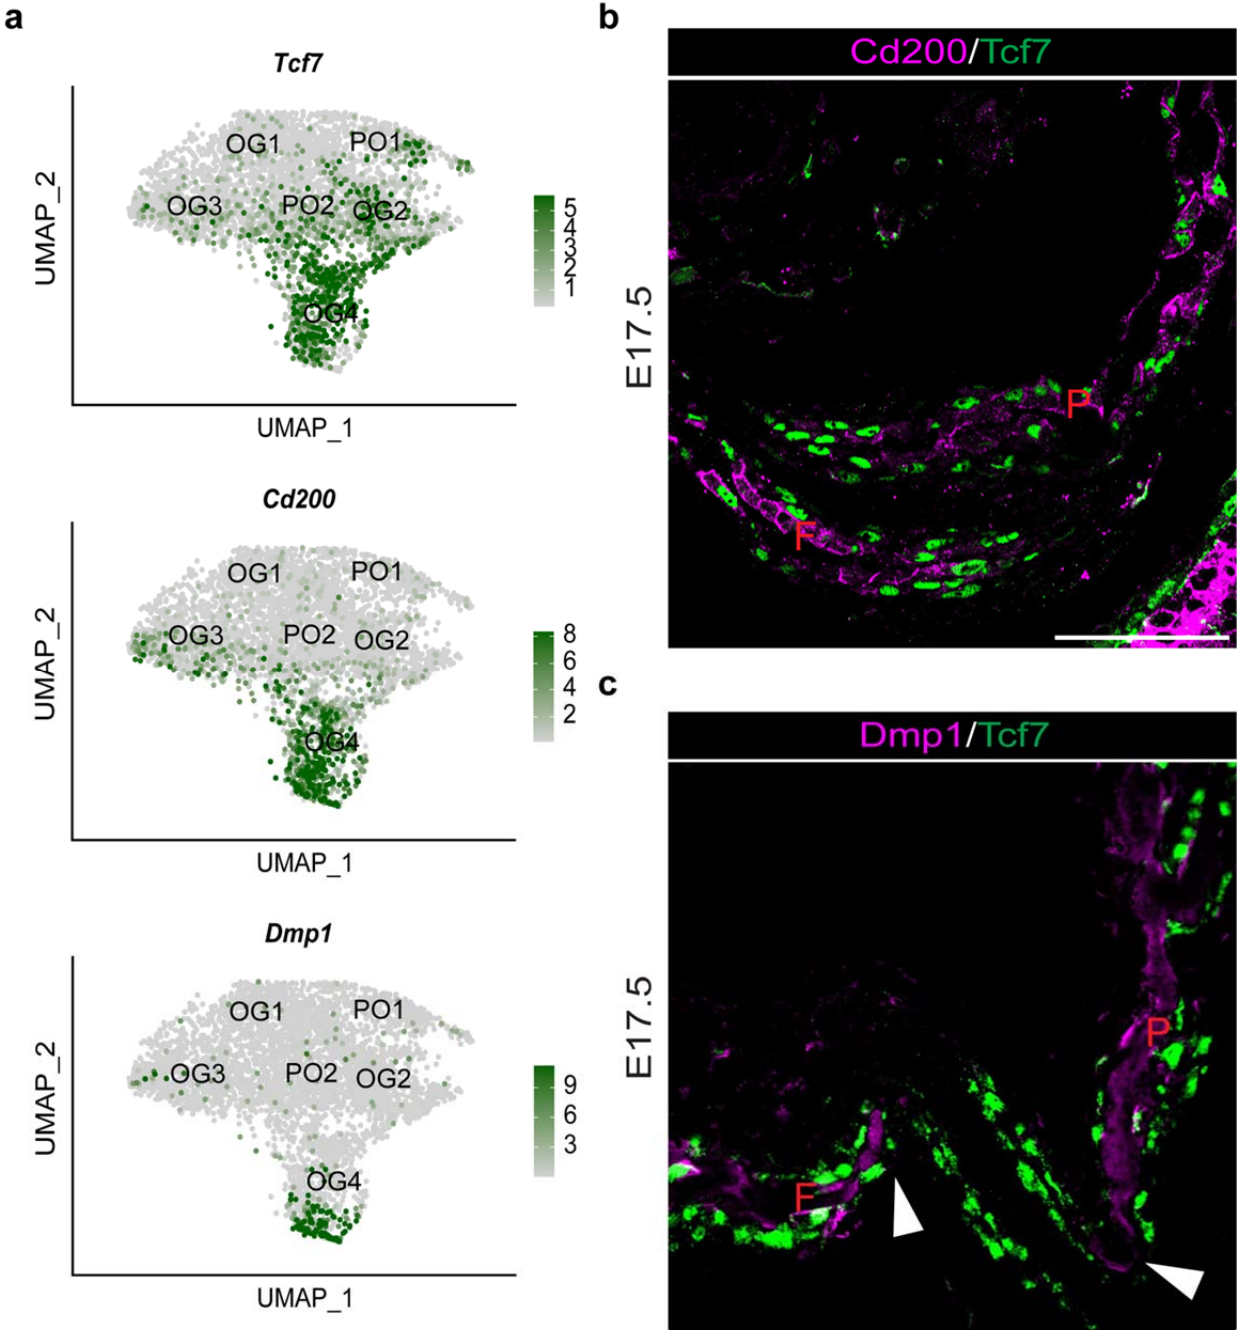

**Supplementary Figure 8. Immunofluorescence analysis resolves osteogenic subtypes within the coronal suture.** **a** Feature plots of genes validated by antibody staining. **b-c** Combinatorial antibody staining of coronal sutures for indicated markers at E17.5. Arrowheads mark bone fronts. F, Frontal bone; P, Parietal bone. Immunofluorescent experiments were performed in biological triplicate. Scale bars = 50  $\mu$ m.

Supplementary Figure 9

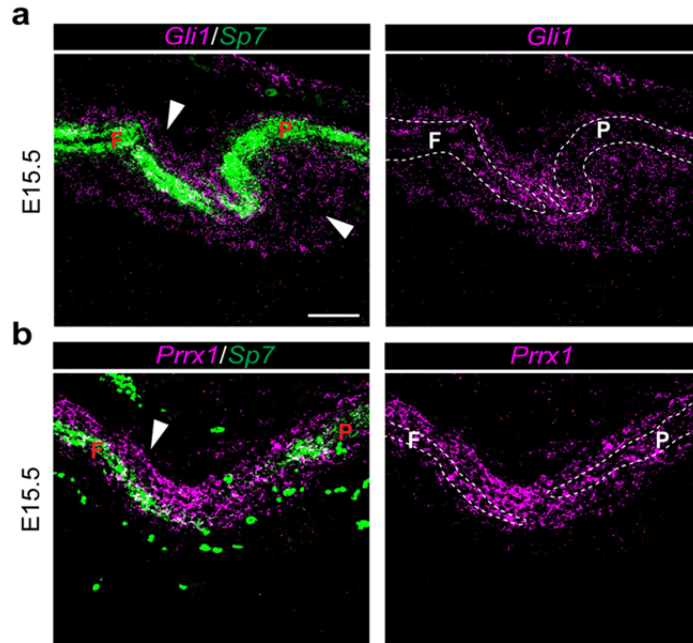

**Figure 9. Asymmetric distribution of mesenchyme across the frontal and parietal bones.**  
**a-b** In situ analysis of coronal sutures for indicated markers at E15.5. *Sp7* marks the frontal (F) and parietal (P) bones. Arrowheads indicate surfaces of bones where markers are enriched. Dashed lines mark bone. In situs were performed in biological triplicates. Scale bar = 50  $\mu$ m.

Supplementary Figure 10

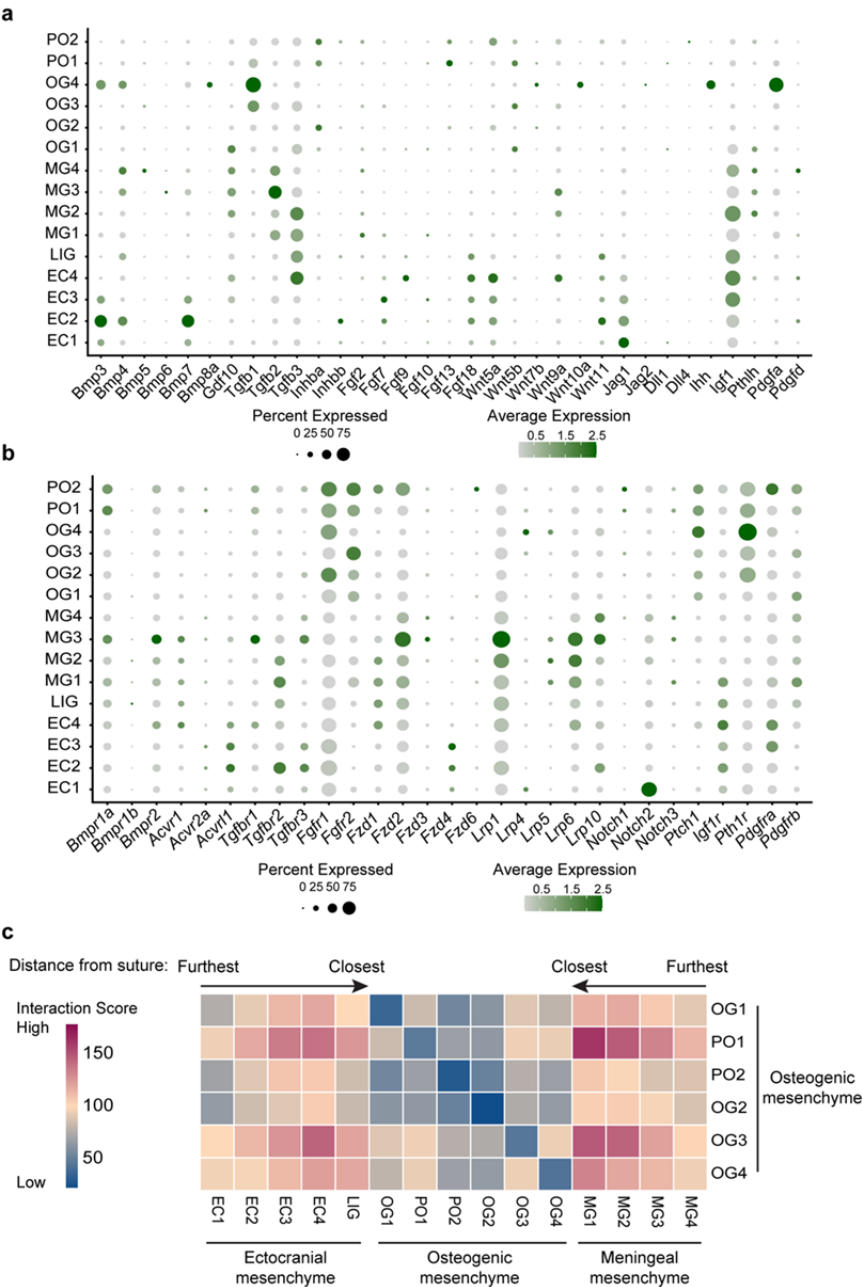

**Supplementary Figure 10. Ligand and receptor expression and predicted interactions at the coronal suture.** **a** Dot plot of a selected group of secreted factors expressed within the coronal suture. **b** Dot plot of a selected group of receptors expressed within the coronal suture. The size and color intensity of the dots shown in **a** and **b** correspond respectively to the percentage of cells within each cluster expressing the indicated gene, and the average expression level. **c** Heatmap of interaction scores between clusters from CellPhoneDB analysis. Ectocranial and meningeal clusters are arranged based on their validated distance from the coronal suture and bones. Heatmap scale shows counts of interactions.

Supplementary Figure 11

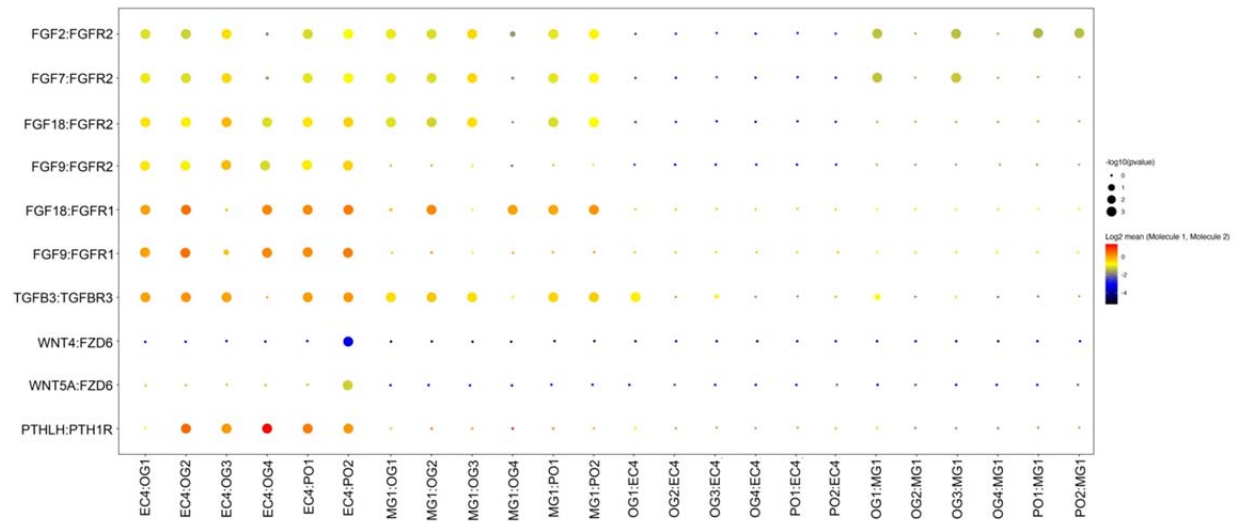

**Supplementary Figure 11. Putative signaling interactions between osteogenic and non-osteogenic populations.** Dot plot representing selected examples of ligand-receptor interactions between osteogenic and non- osteogenic clusters captured from CellPhone DB analysis. P values (one-sided) were calculated (as number of shuffled means > realmean) / (total of shuffled times)) following the workflow in: [https://github.com/Teichlab/cellphonedb/blob/master/Docs/cluster\\_statistical\\_analysis\\_method\\_workflow.md](https://github.com/Teichlab/cellphonedb/blob/master/Docs/cluster_statistical_analysis_method_workflow.md). Adjustments were not made for multiple comparisons.

## Supplementary Figure 12

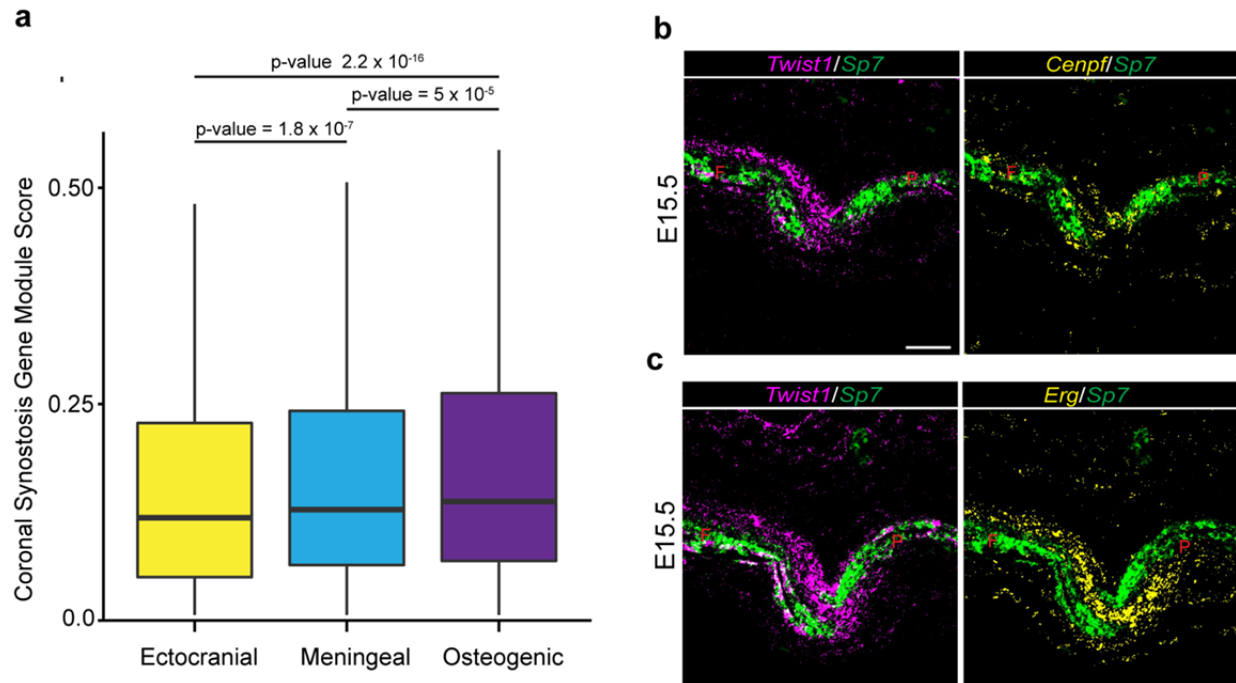

**Supplementary Figure 12. Coronal synostosis genes are enriched in osteogenic cells. a** Boxplot of coronal synostosis gene module scores from cells within ectocranial ( $n = 5550$  biologically independent cells), meningeal ( $n = 1907$  biologically independent cells), and osteogenic ( $n = 4712$  biologically independent cells) clusters. The interquartile range (IQR) is defined by the box, the upper and lower borders of each box represent the first and third quartiles, the horizontal line within the box represents the median, and the whiskers represent  $1.5 \times \text{IQR}$  from the first and third quartiles. P-value (two-sided pairwise Wilcoxon Rank Sum tests with Benjamini & Hochberg correction after Kruskal-Wallis test) are noted with black lines between boxplots. **b, c** Single channel images of genes evaluated in Figure 7. F, Frontal bone; P, Parietal bone. In situs were performed in biological replicates. Scale bars =  $50 \mu\text{m}$ .

Supplementary Figure 13

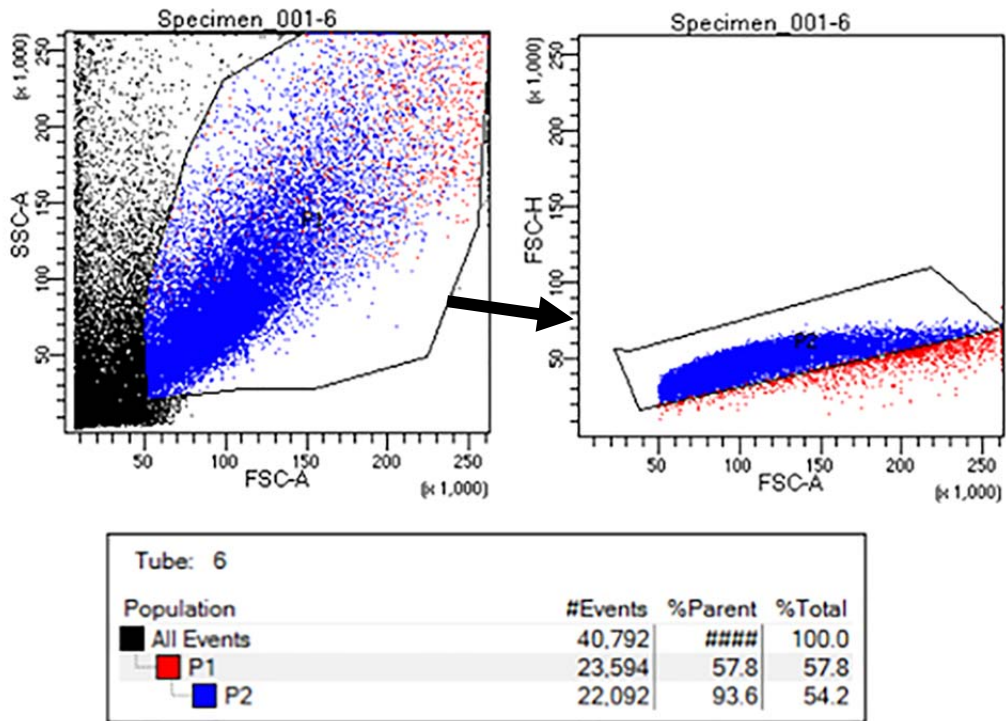

Supplementary Figure 13. Gating strategy used to isolate single cells from E17.5 sutural material. Gating (P1 and P2) was used to purify live and individual cells prior to scRNA-seq.

**Supplementary Data 1. Enriched gene list by cluster for integrated E15.5 and E17.5 datasets.** Table of enriched genes for each cluster in the E15.5/E17.5 integrated dataset using the RNA assay.

**Supplementary Data 2. 

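Supplementary Data 2 lists for each enriched gene of a cluster an average log fold change and the share of cells with the gene inside and outside the cluster. It is held here only in part, with 1999 rows covering 5 clusters, so no overlap or enrichment was computed from it. For 1892 of these rows with finite values, fold changes were recomputed from the deposited counts. Values made from exponentials of unnormalized counts correlated across rows with the listed ones at r = 0.849, and values made from log-normalized counts at r = 0.408. Rows are genes and are no independent replicates. The listed value for *Col3a1* in EC2 is the paper's 163.94, the recomputed one 163.94 from exponentials of unnormalized counts and 0.89 from log-normalized counts. It is the largest listed value, and others were not met, such as *Cdkn1c* in EC1, listed with 71.86 and recomputed as 1.92, and *Actb* in EC1, 82.91 and 120.92. Within 0.01, 130 of the 1892 values were equal.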

Enriched gene list by cluster for integrated E15.5 and E17.5 osteogenic/mesenchymal subset.** Table of enriched genes for each cluster in the osteogenic/mesenchymal subset using the RNA assay.

**Supplementary Table 1. Genotyping Primers.** Table of genotyping primers for mouse experiments.

| <u>Strain</u>        | <u>Genotyping Primers</u> | <u>Primers (5'-3')</u>       |
|----------------------|---------------------------|------------------------------|
| Twist1 null          | Twist1 F                  | GGCTGTTTTCTATGACCGCT         |
|                      | Twist1 R                  | AATCCATCTTGTTCAATGGCCGATC    |
| Tcf12 null           | Tcf12 F                   | CTGGGACAGAAAGTTCAGCACTTAGTAC |
|                      | Tcf12 R                   | CATTCCTATACATCAGCTTCTTGGACG  |
| Ai19                 | R26R_wt                   | GGAGCGGGAGAAATGGATATG        |
|                      | R26R_com                  | AAAGTCGCTCTGAGTTGTTAT        |
|                      | R26R_mut                  | GCGAAGAGTTTGTCTCAACC         |
| Six2-Cre/Six-CreERT2 | Cre F                     | TGCTGTTTCACTGGTTATGCGG       |
|                      | Cre R                     | TTGCCCCTGTTTCACTATCCAG       |
|                      | 15020                     | CTGAACTTGTGGCCGTTTAC         |
|                      | 24500                     | CAGGACAACGCCACACA            |
| CAG-Sun1/sfGFP       | 36178                     | ACACTTGCCTCTACCGGTTC         |
|                      | oIMR9020                  | AAGGGAGCTGCAGTGGAGTA         |

# Supplementary material for: The developing mouse coronal suture at single-cell resolution
**Source:** Nat Commun. 2021 Aug 10;12:4797. doi: 10.1038/s41467-021-24917-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**Title: Supplementary Data 1. Enriched gene list by cluster for integrated E15.5 and E17.5 datasets.**

**Description:** Table of enriched genes for each cluster in the E15.5/E17.5 integrated dataset using the RNA assay.

**Title: Supplementary Data 2. Enriched gene list by cluster for integrated E15.5 and E17.5 osteogenic/mesenchymal subset.**

**Description:** Table of enriched genes for each cluster in the osteogenic/mesenchymal subset using the RNA assay.

# Supplementary material for: The developing mouse coronal suture at single-cell resolution
**Source:** Nat Commun. 2021 Aug 10;12:4797. doi: 10.1038/s41467-021-24917-9
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No code was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | Quality control of raw reads - FastQC (0.11.7), FastQ Screen (0.7.0) and MultiQC (0.9). Singlecell RNA-sequencing data were processed and quantified using Cell Ranger (10X Genomics) version 2.1.1, aligning to the mm10 mouse transcriptome. Data analysis was performed with Seurat version 3.2.0. Cell-cell communication analysis was performed using CellphoneDB v2.1.4. Immunofluorescence analysis used Zeiss software: ZEN 2011 SP7 FP2 (black) Version 14.0.16.201. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The raw and processed RNAseq data are available in the GEO repository, accession: GSE163693 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163693>). All other data are included in the article and Supplementary Information or available from the corresponding authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were deemed sufficient if the signal was replicated in a minimum of three independent animals. For the localization experiments at least three embryos were evaluated for every probe in order to confirm the consistency of expression patterns. The single cell analysis was carried out on at least 10 coronal sutures for each time point. All analyses for Twist1/Tcf12 mutant analyses were performed at least twice in two independent animals. Scx-GFP experiments were performed in replicates. Six2-CreERT2 experiments were performed in triplicate. Six2-Cre experiments were performed in quadruplicate. |
| Data exclusions | Cells with high mitochondria content, low UMI/ gene counts were removed to eliminate biased clustering, as were contaminating red blood cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Only probes that were reproducible across three embryos were included. Sutures from at least 5 different embryos were used for single cell analysis. At E17.5 single cell libraries were also prepared separately in 3 batches as a technical control. All experiments on Twist1/Tcf12 mutants was performed at least twice per probe. All experiments for Twist1/Tcf12 expression analysis and single cell validation were successfully replicated.                                                                                                                                                                               |
| Randomization   | No randomization was required as only wildtype conditions were interrogated.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Most experiments only included wild type conditions and blinding was therefore not relevant. Similarly, for Twist1/Tcf12 experiments, we genotyped animals prior to in situ experiments to ensure that the correct genotypes were analyzed in combination and that control embryos were included in the same batch of experiments.                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Tcf7 (C63D9, Cell Signaling Technology); Cd200 (AF2724, R&D systems); Dmp1 (AF4386, R&D systems); Cx43 (3512, R&D systems); Crabp2 (10225-1-AP, Proteintech); Rabbit Anti-Sp7 (1:750; sc-22536-R, Santa Cruz Biotechnology), Chicken Anti-mCherry (1:500, NBP2-25158, Novus Biologicals), Donkey anti-Sheep IgG HRP (A16041, Roche), Donkey anti-goat IgG-HRP (sc-2020, Santa Cruz Biotechnology), Donkey anti-Rat IgG HRP (A18739, Thermo Fisher Scientific), Alexa Fluor 488, 555 and 647 secondary antibodies (A21206 or A11015, A21432, A31573; Thermo Fisher Scientific)                                                                                                                                                                                                                                                                                                                                                                                  |
| Validation      | All antibodies are validated for their purpose by the suppliers: Tcf7 - <a href="https://www.cellsignal.co.uk/products/primary-antibodies/tcf1-tcf7-c63d9-rabbit-mab/2203">https://www.cellsignal.co.uk/products/primary-antibodies/tcf1-tcf7-c63d9-rabbit-mab/2203</a> ; CD200 - <a href="https://www.rndsystems.com/products/human-mouse-rat-CD200-antibody_af2724">https://www.rndsystems.com/products/human-mouse-rat-CD200-antibody_af2724</a> ; DMP1 - <a href="https://www.rndsystems.com/products/mouse-dmp-1-antibody_af4386">https://www.rndsystems.com/products/mouse-dmp-1-antibody_af4386</a> ; Cx43 - <a href="https://www.cellsignal.co.uk/products/primary-antibodies/connexin-43-antibody/3512">https://www.cellsignal.co.uk/products/primary-antibodies/connexin-43-antibody/3512</a> ; CRABP2 - <a href="https://www.ptglab.com/products/CRABP2-Antibody-10225-1-AP.htm">https://www.ptglab.com/products/CRABP2-Antibody-10225-1-AP.htm</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Embryos from C57BL/6J mice were used for single cell experiments and RNA/immuno localization analysis. Twist1/Tcf12 mutant embryos were obtained from outcrosses of Twist1/Tcf12 mutant adults (alleles obtained from JAX) to wildtype C57BL/6J mice.

For Six2-Cre experiments, timed matings between Six2-Cre heterozygous males and Ai9 homozygous females were performed, and mothers were sacrificed at E16.5 to harvest embryos or 3 weeks after birth. Scx-GFP mice were screened for fluorescence using a fluorescent flashlight and sacrificed at 3 weeks. For tamoxifen treatments, newborn pups (P0) were obtained from crosses of Six2-CreERT2; R26-CAG-LSL-Sun1-sfGFP-myc males and Cre- negative females and injected with 10  $\mu$ L of a 20 mg/mL tamoxifen solution dissolved in corn oil into the abdominal cavity. Swiss Webster foster mothers were used to avoid maternal rejection, and pups were sacrificed at P7.

All mice housed at the University of Southern California and University of Oxford were maintained on a 12:12 light-dark cycle (lights on at 6 PM) at a controlled temperature and humidity.

### Wild animals

The study did not involve wild animals.

### Field-collected samples

No field collection done.

### Ethics oversight

All procedures were approved by the MRC Weatherall Institute of Molecular Medicine Ethics Committee, or the University of Southern California IACUC Committee and performed in accordance with the relevant guidelines and regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Flow cytometry was used to collect live cells. For E17.5 embryos coronal sutures were dissected out in ice cold PBS using a scalpel blade, isolating a strip containing the overlapping frontal and parietal bone fronts (which appears opaque compared to adjacent regions) and avoiding the most apical and basal aspects of the suture. Isolated sutural strips from embryos from two litters in 3 batches (batch 1, 10 sutures from litter 1; batch 2 and 3, 3 sutures each from litter 2) were cut into small fragments in HBBS and digested using Collagenase IV (Worthington, USA; final concentration in HBBS of 2 mg/mL) for 30 min. Dissociation was terminated with 2% Fetal Bovine Serum and cells were passed through a 0.35  $\mu$ M filter (E15.5) or Pluri-strainer Mini 70  $\mu$ m (E17.5; pluriSelect Life Science, Germany) prior to FACs.

#### Instrument

BD FACSAria Fusion; 100  $\mu$ m nozzle

#### Software

BD FACSDiva 8

#### Cell population abundance

Approximately 50% of the starting material was collected as live individual cells.

#### Gating strategy

Standard gating procedures were used to remove debris, cell doublets and likely dead cells

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

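Cells of the coronal suture were captured with the 10x Genomics Chromium 3′ system, and the data are 1 deposited matrix per stage, called a library here. The E17.5 matrix joins libraries that the authors prepared separately in 3 batches. The authors deposited count matrices that hold the number of UMIs of each gene in each barcode, without normalization and before their cell filters. The authors state that reads were aligned and counted with Cell Ranger 2.1.1, whereas the header of the E15.5 matrix names version 3.1.0. The authors also deposited a table of osteogenic and mesenchymal cells, in which the percent values are the share of mitochondrial, Hbb and Hba UMIs of each cell. The cell cycle score values in that table were computed by the authors with Seurat 3.2.0, after filtering and SCTransform, and served here only to choose the cell cycle genes left out of 1 pseudotime alternative. According to the authors, samples were counted individually and then aggregated with default settings, and the matrix does not record whether this brought the E17.5 batches to equal depth.

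Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9. Barcodes with at least 1000 UMIs, at least 1000 genes, at most 7.5% mitochondrial UMIs and at most 3% Hbb and Hba UMIs were kept. The authors' labels were used for 15 clusters, and labelled cells outside these limits were kept with them. Unlabelled cells were clustered in each library with the Leiden method on 2000 variable genes, 30 principal components, 30 neighbours and a resolution of 1. Their names rest on lists of markers from Fig. 1c, and a name needs at least 3 markers that are 2-fold above the other clusters. Clusters with a median depth below the library's by a factor of 3 and no own marker among their 10 leading genes stayed unnamed, as did clusters with more markers of another type outside the subset among them. Scrublet scores were computed in each barcode suffix with an expected rate of 0.06. Its own threshold called 404 of 8210 cells at E15.5 and 38 of 8767 at E17.5, so for the alternative without doublets the cells at or above the 94th percentile of the scores of their suffix were left out, which was chosen after seeing the data. Ties are included, so these are 494 cells at E15.5 (6.02%) and 123 (8.04%), 238 (6.61%) and 224 (6.16%) in the 3 suffixes at E17.5.

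No test between stages was run, because E15.5 has no replicate and the E17.5 batches are technical, from 2 litters, and not assigned to barcode suffixes. Shares of cells were also computed for each suffix. No p-value was computed from cells. The exact Poisson and Clopper-Pearson intervals at 95% cover counting error only, and not the spread between batches or embryos. Where a count is 0, a limit of 3 counts of the total is given, which differs slightly from the exact upper limit. The genes named are those that the paper names for a level in the single-cell data, those of the lists set beforehand and, for the libraries compared within a cluster, at most 5 genes with the largest fold among genes in both gene lists with at least 50 UMIs in each library. Lists of dermal, osteoblast, pineal, muscle, keratinocyte, dissociation response, Y-linked and coronal synostosis genes were used. Lists were compared with 10000 random lists of genes within 100 ranks of expression. Module scores used 24 bins of expression and 10 control genes. Pseudotime was computed with 30 neighbours. Positions are from the GENCODE annotation of GRCm38. The computation of levels, intervals, module scores and random lists was tested on simulated data.

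The alternatives set before the data were examined were other cell filters, cells with at least 3000 UMIs or thinned to 3000 UMIs, other normalizations, a limit of 1.5-fold, other denominators, each barcode suffix alone, 20 principal components, 15 neighbours, another root, cell cycle genes left out, 100 control genes, scores under 0 kept, proliferative clusters or genes left out, heat shock genes left out, genes matched by identifier and other resolutions for LIG. A limit of 6000 genes, the limit on doublet scores and 20 draws of control genes were added after seeing the data. CellPhoneDB and Monocle3 were not available, so interaction scores were not analysed here. Supplementary Data 1 and 2 were held only in part and served no overlap or enrichment. In situ, lineage tracing, mutant and frontal suture experiments were not analysed here.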

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

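The tests of shallow cells, of expected and upper limits for MG1, of its markers under another label, of its sex-linked UMIs, of *Xist* expression and of the mix of embryos were chosen only after their results were seen, and those of dermal genes, the carried label, the split by sex-linked genes, pineal genes and doublets before.

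*Pi16* (ENSMUSG00000024011) in EC3 drew attention because the libraries went in opposite directions against the other labelled cells, with 0.782-fold at E15.5 and 4.43-fold at E17.5. The difference between the libraries was not tested, since E15.5 has no replicate. By the share of cells with a UMI after thinning to 3000 UMIs the E15.5 value was 1.25-fold, so its direction depends on the measure. Stage, dissociation and embryos cannot be told apart. *Twist1* (ENSMUSG00000035799) in OG2 also went in opposite directions against the pooled CPM of the labelled cells outside the osteogenic region. It was 2.13-fold that level at E15.5 and 0.884-fold at E17.5. That difference was not tested either, and at E17.5 the share of cells with a UMI after thinning gave 1.07-fold. The mean UMIs per cell gave 1.13-fold there, but this measure rises with depth and cannot decide the direction. OG2 cells had a median of 15134 UMIs at E17.5, and clusters outside the osteogenic region had up to 12602 (EC2). No explanation of its own was tested for these 2 genes, and a change with stage stays open.

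Cells labelled OG2 at E15.5 drew attention through sex-linked genes, which the paper does not report on. Among cells with UMIs of *Xist* or of Y-linked genes but not both, 14% of E15.5 OG2 cells had *Xist* only (10.5 to 18.2), 17.7% of PO1 and 10% of PO2, against 53.3% to 83.3% in the other clusters. Lower *Xist* expression in these cell types is argued against by the Y-linked genes, which after thinning were found in 34.3% of E15.5 OG2 cells and in 8.06% to 23.6% of cells in clusters outside OG2 and the proliferative ones. At E17.5, 22.8% of OG2 cells had *Xist* only, near the 24.7% of all cells, so a candidate explanation is another mix of embryos in these E15.5 cells than in the rest of the pool. The sex of the embryos is not given in the paper's text.

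The same E15.5 OG2 cells had few UMIs of *Sp7* and *Dlx5*. Shallow cells are argued against by *Sp7*, which was 49.2-fold higher in OG4 than in OG2 of the same library at similar median depths of 7351.5 and 7723 UMIs. The median log2 fold of 6 dermal genes in E15.5 OG2 was 0.72, at the 99.9th percentile of random lists (-0.52 to 0.38), with *Axin2*, *Trps1* and *Lrig1* raised. These genes did not mark the dermal clusters of this library. *Trps1* had 121 CPM in OG1 and 119 in OG4, against 2.61 in EC2. *Axin2* had 70.7 CPM in OG2, against 23.1 in EC1 and 14.8 in EC3. The list therefore cannot tell whether dermal cells carry this label. The paper's E15.5 in situ found *Lef1* and *Inhba*, its OG2 markers, mostly at the edges of the growing bones. The dermal list also reached the 99.8th percentile in E15.5 PO2 and the 99.1st in E17.5 OG1, so it is not specific to these cells. The osteoblast list had a median log2 fold of -2.06 in E15.5 OG2 and 0.59 in E17.5 OG2. In PO1 and PO2 the list was likewise low at E15.5 (-2.46 and -1.84) and higher at E17.5 (0.51 and 0.44). Its change between the libraries is thus not specific to OG2. Whether the label was carried to unlike cells when the stages were joined cannot be told apart from a shared identity. The profile of E15.5 OG2 correlated best with E17.5 OG2 over 4859 genes (r = 0.578, next PO1 with 0.4), which by the criterion set beforehand goes against a carried label. E17.5 OG2 in turn correlated best with E15.5 OG3 (0.602), and the osteoblast list differs, which keeps it open. Genes are not independent replicates. A change with stage stays open as well.

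MG1 drew attention because its cells are in 2 of the 3 barcode suffixes of the E17.5 library, 6.97% of labelled cells in suffix 2 and 8.14% in suffix 3, and 0 of 1234 in suffix 1. Too few cells there are argued against by the 93.3 MG1 cells expected at the share of the others. An effect of stage alike in all batches is argued against by the exact upper limit of 0.298% in suffix 1. MG2 took 12.1% of labelled cells in suffix 1 against 5.6% and 5.98% in suffixes 2 and 3. Cells with 2 of the 3 MG1 markers numbered 2 labelled and 6 unlabelled in suffix 1, against 120 and 52 in suffix 2 and 152 and 42 in suffix 3. At the share of the others, 41.2 such cells of MG1 type were expected in suffix 1, and 0 of its 149 MG2 cells had the markers. This argues against cells with MG1 markers that were labelled MG2 there, and cells of the same origin without these markers stay open. Among MG1 cells with sex-linked UMIs of 1 kind, 1.68% had *Xist* only (0.547 to 3.87), against 26.2% and 22.3% of LIG cells in suffixes 2 and 3, so MG1 cells may come from few embryos. A cell type split in parts by sex-linked genes cannot be told apart from this. Of MG2 cells with *Xist* only, 1.85% (0.225 to 6.53) carried 2 of the 3 MG1 markers, against 44.2% of MG1, but these markers were chosen because they set MG1 apart, so the test decides nothing. MG2 had 23.4% with *Xist* only in suffix 1 and 53.8% and 43.6% in suffixes 2 and 3, as a split would give. MG1 and MG2 together had 22.4% and 20.9% with *Xist* only in suffixes 2 and 3, near the 24.9% and 25% of all cells there, which a split would also give. EC2 had 1.24% and 3.18% with *Xist* only in suffixes 2 and 3 and 29.8% in suffix 1, and MG4 5.8% and 4.29% in suffixes 2 and 3, so the low share is not confined to MG1. Litter, batch and dissection cannot be told apart, and which suffix is which batch is not known.

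The neurons-like cluster of 97 cells at E17.5 drew attention through *Crx*, which the paper does not discuss, with 400 CPM (370 to 432) against 0.561 in the other cells. Of the 7 genes of the pineal list, 6 were at least 10-fold higher in the cluster, *Sag* with 676 CPM, *Lhx4* with 135 and *Gngt1* with 44.5 among them. *Aanat* rested on 15 UMIs, *Asmt* on 4, and *Bsx* had 0. Pineal gland cells in the dissection are a candidate source. Genes such as *Crx* and *Sag* are also known from the retina, and no list of retinal genes was tested.

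Among the 261 E15.5 cells labelled OG1, UMIs of 2 or more muscle genes were found in 7.28% (4.44 to 11.1) and of 2 or more keratinocyte genes in 11.5% (7.89 to 16), above the other labelled clusters, which had up to 1.82%. At E17.5 they were found in 0 of 1010 OG1 cells. Doublets of an OG1 cell with another cell cannot be told apart from other sources, since 5.26% of the 19 cells with muscle genes were called doublets (0.133 to 26) against 4.13% of the rest. The cells with muscle genes were deeper, with a median of 10930 UMIs against 6660.5, and those with keratinocyte genes shallower, with 3260 against 7096, and none of the latter was called a doublet. No biological explanation was tested.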

How the results depend on the processing

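The limit of 6000 genes, leaving out called doublets and the draws of control genes were chosen only after seeing the data. No paired analysis was possible because the libraries share no embryos. Unless said otherwise, the cause was not tested.

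E15.5 cells numbered 8117, and 8347, 9163 and 8461 without the mitochondrial limit, without the Hbb and Hba limit and with 200 genes as the only minimum on size. E17.5 cells numbered 8767, and 9115 without the mitochondrial limit and 8682 with fewer than 6000 genes. Fewer limits keep more cells by construction. Thinning to 3000 UMIs gave medians of 1343 and 1350 genes, which lower depth brings about.

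For the E17.5 share over the E15.5 share, barcode suffix 1 reversed EC1 (1.57), EC4 (1.07), MG1 (0), MG3 (1.02) and MG4 (0.473), of which EC4, MG3 and MG4 have intervals that include 1. It also took LIG and MG2, both at 1.06 with intervals that include 1, to 0.278 (0.188 to 0.398) and 1.84 (1.51 to 2.24), and gave 1.86 for the osteogenic clusters. All cells as denominator gave 1 for OG2, 0.153 for EC3 and 2.49 for the osteogenic clusters. EC3 was 0.151 in suffix 2 and 0.105 in suffix 3. Between 8 and 10 of 15 clusters had a ratio above 1 in the settings run.

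Of 284 ratios of levels, cells with at least 3000 UMIs moved 0 and mean counts per 10000 moved 88 and reversed 0. The share of cells with a UMI after thinning measures detection and not level. It reversed *Matn4* in MG1 at E15.5 (0.91), *Pi16* in EC3 at E15.5 (1.25), *Col2a1* of MG1 over MG2 at E15.5 (0.902) and *Twist1* in OG2 at E17.5 (1.07). These reversals therefore do not show that depth alone changes the direction. Leaving out doublets reversed *Col2a1* (0.836), and UMIs per cell, which rise with depth, *Twist1* (1.13). Of the 43 statements of enrichment in the text that passed, 37 also passed by the share of cells after thinning, and of the 39 orders, 35 without doublets.

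The osteogenic module score exceeded the next region by 0.0303 at E15.5, by 0.0030 without *Cdc45* and *Esco2* and by 0.0063 in the lowest of 20 draws of control genes. At E17.5 the difference of 0.0002 became 0.0023 with unnormalised counts, -0.0041 with 100 control genes, -0.0079 with values under 0 kept, -0.0004 without PO1 and PO2, -0.0038 without *Cdc45* and *Esco2*, and -0.0108 to 0.0009 over the draws.

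UMIs per cell gave 2.24 for the dissociation list in OG3 at E17.5. Thinning gave 77% and 41.8% of cells with *Xist* only. Matching by Ensembl identifier left 484 genes in the E17.5 list only. Double the resolution gave a *Tac1* ratio of 2.4 in LIG at E17.5, and a lower one gave no ratio, as LIG stayed 1 group. OG4 stayed last in pseudotime with 15 neighbours and without cell cycle genes, and a root in OG4 places it last by construction. MG1 at E15.5 rests on 28 cells and PO2 on 35.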

Differences from the paper's values

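Leaving out doublets and the limit of 6000 genes were chosen only after seeing the data.

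The share of pericytes at E17.5 over that at E15.5 is the paper's about 1.6 in Supplementary Fig. 2b, read by eye, and 0.853 here (191 of 8210 cells against 174 of 8767). The share of mast cells and lymphocytes is the paper's about 3.1 in Supplementary Fig. 2b, read by eye, and 0.0893 here (346 of 8210 against 33 of 8767). Cells with at least 3000 UMIs, chondrocytes left out of the denominator, each barcode suffix alone and 20 principal components, all set before the data were examined, gave from 0.783 to 0.883 for pericytes and from 0.062 to 0.103 for mast cells and lymphocytes, and none of them comes near the paper's values. Leaving out doublets gave 0.75 and 0.0534. These classes were rebuilt from markers, so a difference may come from the rebuilt names, and with the 20 components the ratio of pericytes was 0.828. Each mast cells/lymphocytes-like cluster had *Il1rl1*, *Gata2*, *Cyp11a1* and *Cpa3* raised, but not *Cd3e*, another marker used. An E15.5 cluster of 11 cells led by *Il22* and *Trbc2* stayed unnamed. The rebuilt class may thus be only a part of the paper's, and its ratio is no like-for-like comparison.

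The median module score of the joined libraries is the paper's about 0.12 for ectocranial, about 0.13 for meningeal and about 0.14 for osteogenic clusters in Supplementary Fig. 12a, read by eye, and 0.0000 in each region here. Of the alternatives set before the data were examined, unnormalised counts and 100 control genes gave 0.0000 and values under 0 kept gave -0.0735, -0.0290 and -0.0300, so none reaches the paper's values.

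With fewer than 6000 genes, a limit chosen after seeing the values, the E17.5 cells number 8682, which is the paper's number. At E15.5 the same limit gives 8105 cells, where the main limits gave 8117 and the paper has 8279. The deposited labels hold 15 clusters where the paper's text counts 14.

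Further statements go against the values, or miss a limit that was set here and not by the paper. The paper finds neurons and glia at both stages, and rebuilt neurons-like and glia-like cells numbered 0 of 8210 at E15.5. It names *Pi16* for EC3, which had 0.782-fold at E15.5 (1.25 by the share of cells after thinning). For markers and ligands the paper's text sets no fold, and its marker lists come from the stages joined. The limit of 2-fold in both libraries was set here. *Bgn* in LIG (1.56 and 1.53), *Six2* in OG1 (1.44 and 1.36), *Bmp4* in OG4 (1.29 and 1.75) and *Wnt11* in EC4 (1.5 and 1.53) stayed below 2-fold in both libraries. Each was still above the other labelled cells in both, as the paper has it. *Wnt5a* (1.14 and 0.606) and *Wnt9a* (1.3 and 0.865) in LIG stayed below 2-fold as well, and below the other cells at E17.5. *Bgn* and *Wnt11* in EC4 pass at 1.5-fold, and the others do not. The paper gives 1 list of ligands for EC4 and LIG together, and *Wnt11* did reach 2-fold in LIG and *Wnt5a* and *Wnt9a* in EC4. It names *Fgfr1* and *Twist1* as enriched in proliferative and osteogenic clusters, OG1 and OG2 above all. At E17.5, *Fgfr1* had 0.994 times the pooled CPM of the other regions in OG2 and 0.981 in PO1, both close to 1. *Twist1* had 0.884 times that of the other regions in OG2. The values in the other named clusters were above 1 at E17.5, *Fgfr1* with 1.16 in OG1 and 1.08 in PO2 and *Twist1* with 1.23 in OG1, 1.11 in PO1 and 1.29 in PO2. It places OG1 first in pseudotime and PO1 and PO2 between OG1 and the later clusters. The paper used Monocle3 on the stages joined, whereas diffusion pseudotime was run here in each library alone. At E15.5 OG3 came before OG1, and in both libraries OG2 came before PO1 and PO2. Since pseudotime here is a distance from 1 OG1 cell, OG3 lay nearer to that cell than most of OG1 and need not be earlier. The paper regressed the cell cycle out of each dataset. With cell cycle genes left out, which is closer to that, PO2 and PO1 followed OG1 directly at E17.5, as the paper has it. At E15.5 PO1 then came before OG2, but PO2 (0.255) still came after OG2 (0.249) and OG3 still came first. Rooted in OG4, PO1 and PO2 came first in both libraries. The paper chose its root by hand, and the main root here was an OG1 cell. It scores osteogenic clusters highest over both stages joined, and so did the joined means here (0.0329 against 0.0299 for meningeal clusters), but not with unnormalised counts (0.0274 against 0.0432). The joined osteogenic mean stayed highest with 100 control genes (0.0318 against 0.0291) and with values under 0 kept (-0.0255 against -0.0264). In the libraries apart, the osteogenic mean was highest in 20 of 20 draws of control genes at E15.5 and in 2 of 20 at E17.5.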

Other observations

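The tests of the dissociation response, red cell RNA, chondrocyte RNA and barcodes were chosen only after their results were seen, and those of *Tcf7*, of fold changes on unnormalised counts and of shared reads before.

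Among cells with sex-linked UMIs of 1 kind, 66.6% had *Xist* only at E15.5 (65.5 to 67.8) and 24.7% at E17.5 (23.7 to 25.8).

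*Zfp36*, a marker of OG3 in Fig. 1g, is also a gene of the dissociation response. The list without *Zfp36* was 1.23-fold higher in OG3 at E15.5 and 2.16-fold at E17.5, so a dissociation response may contribute to OG3. EC3 (1.34) and PO1 (1.3) were higher than OG3 at E15.5. In OG4 the list was 0.929-fold at E15.5, which argues against it for the 3.25-fold level of *Zfp36* there. At E17.5 the list was 1.37-fold in OG4 and *Zfp36* 2.12-fold, so it stays open for OG4 at that stage. The whole list had 4939 CPM at E15.5 and 2588 at E17.5, where enzyme and stage cannot be told apart.

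The level of *Tcf7* in OG2 may come in part from cells of OG4 type. At E17.5, 59.6% of its UMIs in OG2 were in the 44.8% of cells with *Ifitm5* UMIs, which hold 49.5% of all UMIs. At E15.5 the share was 9.09%, from 33 UMIs. Free *Ifitm5* RNA also marks cells, so this cannot be told apart.

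Haemoglobin genes differed 1.56-fold between the lowest and highest cluster at E15.5 and 1.66-fold at E17.5, and 20.1-fold between libraries, so free RNA from red blood cells is a candidate source.

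*Col2a1* and *Acan* in MG1 could come from chondrocyte RNA. The *Matn1* level of MG2 plus what the excess of *Col2a1* over MG2 would bring is 20 CPM at E17.5, and 123 with the excess of *Acan*. The level found was 9.81 (7.37 to 12.8), which argues against it. *Matn1* was still 1.36-fold over MG2. At E15.5, on 28 cells, 239 and 104 CPM were needed and 53.4 found.

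The UMIs per cell of the E15.5 matrix and the authors' table correlated at r = 0.997, which argues against cells matched to the wrong barcode.

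Large fold changes in Supplementary Data 2, of which 1999 lines were held, may have been computed on unnormalised counts, since values from exponentials of such counts gave r = 0.849 against the listed ones and log-normalised ones 0.408. Within 0.01, 130 of 1892 values were equal (6.87%), and 15 of the 18 whose highest counts lie in E17.5 cells by at least 2-fold. Taking r in place of the share of equal values, and the 18 genes, were chosen after both were seen.

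*Igf2* (ENSMUSG00000048583) had 44.3 CPM at E15.5 and 1948 at E17.5. Its last 500 bases overlap, on the same strand, a gene named only in the E15.5 list (ENSMUSG00000115302). The 12 other genes in that position had a median log2 ratio of 2.46, at the 100th percentile of random lists (-0.29 to 0.33), so reads shared with such genes are a candidate cause. *Ifitm5* is one of them, but in OG4 it had 3263 and 3238 CPM, so not every such gene was lower at E15.5 in its own cluster. A change with stage stays open.

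The gene lists share 26589 symbols, and 4428 are in the E15.5 list only and 1344 in the E17.5 list only. Of the shared identifiers, 1027 have another symbol, such as *Rack1*, named *Gnb2l1* at E17.5. Within clusters the largest changes between libraries included *Egfl6* in OG2, with 897 CPM at E15.5 and 6.68 at E17.5, and *Agtr2* in LIG, with 336 and 10.2.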
